# *Twist1*-Haploinsufficiency Selectively Enhances the Osteoskeletal Capacity of Mesoderm-Derived Parietal Bone Through Downregulation of *Fgf23*

**DOI:** 10.3389/fphys.2018.01426

**Published:** 2018-10-15

**Authors:** Natalina Quarto, Siny Shailendra, Nathaniel P. Meyer, Siddharth Menon, Andrea Renda, Michael T. Longaker

**Keywords:** *Twist1*, haploinsuffiency, *Fgf23*, downregulation, enhancement, osteoskeletogenesis

## Abstract

Craniofacial development is a program exquisitely orchestrated by tissue contributions and regulation of genes expression. The basic helix–loop–helix (bHLH) transcription factor Twist1 expressed in the skeletal mesenchyme is a key regulator of craniofacial development playing an important role during osteoskeletogenesis. This study investigates the postnatal impact of *Twist1* haploinsufficiency on the osteoskeletal ability and regeneration on two calvarial bones arising from tissues of different embryonic origin: the neural crest-derived frontal and the mesoderm-derived parietal bones. We show that *Twist1* haplonsufficiency as well *Twist1*-sh-mediated silencing selectively enhanced osteogenic and tissue regeneration ability of mesoderm-derived bones. Transcriptomic profiling, gain-and loss-of-function experiments revealed that *Twist1* haplonsufficiency triggers its selective activity on mesoderm-derived bone through a sharp downregulation of the bone-derived hormone *Fgf23* that is upregulated exclusively in wild-type parietal bone.

## Introduction

The mammalian skull vault is a structure formed by five intramembranous flat bones: the paired frontal and parietal bones and the unpaired interparietal bone (Morriss-Kay, 2001). The adjacent osteogenic fronts of these intramembranous bones form the sutures, which accommodate the growth of skull vault and underlying brain. The morphogenesis of the skull vault is accomplished in two phases: the first is defined by the genesis, migration and early specification of skeletogenic precursor cells. The second the differentiation of the skeletogenic mesenchymal precursor cells and subsequent appositional growth of the bones. Calvarial bones arise from two embryonic tissues, namely, the neural crest and the mesoderm. The mixed developmental origin of the mammalian skull vault has been clearly defined by employing a Wnt1-Cre/conditional LacZ reporter R26R double transgene mouse tracing exclusively neural crest cells, and showing that the frontal and squamosal bones are neural crest-derived, while the parietal bone is of mesoderm-derived (Jiang et al., 2002). Later, Yoshida et al. (2008) elegantly validated the same dual embryonic origin of the frontal and parietal bones, by performing the reciprocal study using the Mesp1-Cre transgene combined with R26R, which uniquely identified mesodermal cells.

Recently, important progress has been accomplished in our understanding of how enhanced activation of specific signaling pathways contributes to differences in the osteogenic capacity and bone repair observed between neural crest-derived and mesoderm-derived calvarial bones. Our previous investigations unveiled that disparate embryonic tissue origin translates into regional differences in osteogenic and regenerative ability of parietal and frontal bones. Furthermore, our findings revealed that skeletal differences observed between the two calvarial bones are controlled by the integration of multiple and converging osteogenic signaling pathways differentially activated between frontal and parietal bones (Senarath-Yapa et al., 2013). We identified an enhanced activation of endogenous FGF, BMP and canonical Wnt (cWnt) signaling exclusively in the neural crest-derived frontal bone (Quarto et al., 2009a,b; Li et al., 2015), whereas enhanced activation of TGF-β signaling is found in the mesoderm-derived parietal bone (Li et al., 2013; Senarath-Yapa et al., 2016).

During the development of skeleton and bone tissue ossification, multiple morphogenetic growth factor and hormone signaling pathways impact transcriptional regulators to trigger the osteogenic phenotype (Karsenty, 2008; Karsenty et al., 2009; Karsenty and Wagner, 2002). Twist1 is an evolutionarily highly conserved transcription factor (Murre et al., 1989; Miraoui and Marie, 2010) originally identified in *Drosophila* (Thisse et al., 1987; Leptin, 1991). This transcription factor plays extensive roles in skeletogenesis, directing embryonic skeletal patterning, fetal skeletal development, and bone remodeling (Howard et al., 1997; Rice et al., 2000; Yousfi et al., 2001; O’Rourke and Tam, 2002; Bialek et al., 2004; Marie et al., 2008; Wu et al., 2008; Bildsoe et al., 2009). Studies in *Drosophila* development showed that *Twist* is expressed in mesodermal and cranial neural crest (CNC) cells (Thisse et al., 1988) and plays a key-role in mesoderm-specification and myogenesis (Thisse et al., 1987; Leptin, 1991; Baylies and Bate, 1996; Cripps and Olson, 1998). Moreover, the expression pattern of *Twist1* in mouse suggests that this transcription factor regulates genes controlling the specification and the differentiation of cranial mesenchyme (Bildsoe et al., 2009). *Twist1* is also found expressed *in vivo* in mesoderm-derived osteoblast progenitors as well as *in vitro* in calvaria murine osteoprogenitors (Murray et al., 1992) suggesting that Twist1 may play a key-regulator role during osteoblast differentiation. In humans heterozygous loss of *TWIST1* function causes the Saethre–Chotzen syndrome. Individuals affected by this genetic condition have premature fusion of coronal suture, known as craniosynostosis. (Howard et al., 1997; Marie et al., 2008). Like humans, *Twist1* mutant mice also are affected by coronal suture craniosynostosis (el Ghouzzi et al., 1997; Carver et al., 2002).

The current study focuses on the role of transcription factor Twist1 and its interplay with osteoskeletal phenotype of calvarial bones of different embryonic tissue origin. Our results indicate that *Twist1* haploinsufficiency and/or *Twist1* shRNA silencing enhanced the osteoskeletal phenotype of mesoderm-derived parietal bone and osteoblasts. This selective osteoskeletal induction triggered by *Twist1* haploinsufficiency is mediated by a significant downregulation of *Fgf23*, a crucial player in balancing homeostasis of bone mineralization (Shimada et al., 2001; Larsson et al., 2004; Shimada et al., 2004). Our findings highlight new functional aspects of *Twist1* haploinsufficiency in the context of calvarial bone skeletogenesis/regeneration and point to Fgf23 as putative target of Twist1 activity.

## Materials and Methods

### Animals Ethical Approval

Experiments using animals were carried out following Stanford University Animal Care and Use Committee guidelines. All research has been approved by Stanford APLAC, with a number of protocol #9999, following approved guidelines by the Stanford University’s Institutional Review Board. *Twist1*^+/−^ mice were purchased from Jackson Laboratory (Bar Harbor, ME, United States). Genotyping was performed as previously described (Chen and Behringer, 1995; Behr et al., 2011a) CD-1 mice were from (Charles Rivers Laboratories, Inc., Wilmington, MA, United States).

### Osteoblasts Primary Cultures

Frontal and parietal calvarial bones were harvested from postnatal day 21 (pN21) *Twist1* haploinsufficient and wild-type mice (from the same litter) using a dissecting microscope. After meticulous removal of periosteum and dura mater from the calvaria skull, frontal and parietal bones were dissected free from surrounding sutures. Bones were then mechanically minced and digested using 0.2% dispase II and 0.1% collagenase A (Roche Diagnostics, Indianapolis, IN, United States) in serum-free medium in a shaker water bath at 37°C. Digestion was carried out six times (10 min each) as previously described (Quarto et al., 2009b; Li et al., 2013). The first two digestions were discarded. The last four digestions were pooled, centrifuged, and resuspended in non-inductive growth media α-minimal essential medium (α-MEM)-GlutaMax supplemented with 10% FBS and 100 IU/ml Penicillin/Streptomycin (GIBCO, Invitrogen, Carlsbad, CA, United States) as previously reported (Quarto et al., 2009b).

### Osteogenic Differentiation Assay

For the osteogenic assay osteoblasts were seeded in six-well plates at 5 × 10^5^ per well. After 24 h, cells were cultured in inductive osteogenic medium (day 0) comprising of α-MEM-GlutaMax supplemented with 10% FBS, 100 IU/ml penicillin, 100 IU/ml streptomycin, 10 mMβ-glycerophosphate, and 100 μg/ml ascorbic acid (Sigma-Aldrich, St. Louis, MO, United States). Experiments were carried out using only first and second passage cells. Osteoblasts were collected at different time points (d0, d3, d10, and d28) and RNA isolated for the analysis of osteogenic markers. Extracellular matrix mineralization and bone nodules formation were analyzed by Alizarin red and/or von Kossa staining procedures as described previously (Quarto et al., 2009b, 2015).

### RNA Isolation, Reverse Transcription (RT), and qPCR Analysis

Total RNA was isolated either from osteoblasts or frontal and parietal bones using TRIzol method according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA, United States). Upon DNAse I (Ambion; Austin, TX, United States) treatment to clear genomic DNA, RNA was reverse transcribed using a SuperScript III First-Strand kit (Invitrogen, Carlsbad, CA, United States) as previously described (Quarto et al., 2008, 2009b). Osteogenic gene expression profile was examined by RT-qPCR. The relative mRNA level in each sample was normalized to its *Gapdh* content. Values are provided as relative to *Gapdh* expression. The results are presented as means ± SD of triplicate.

Primers sequence are as follows: m*Twist1*-Forward: 5′-TTCAGACCCTCAAACTGGCG-3′; m*Twist1*-Reverse: 5′-CTGGGAATCTCTGTCCACGG-3′; m*Fgf23*Forward: 5′-CGAGGAAAGAGTTCACGCCT-3′; m*Fgf23*-Reverse: GCGTCTTTCTTCGACTTGCC; m*Osx*-Forward: 5′-AGCGACCACTTGAGCAAACAT-3′; m*Osx*-Reverse; 5′-GCGGCTGATTGGCTTCTTCT-3′. Annealing temperature at 58°C. Primers sequence for *Bglap* (osteocalcin) and *Gapdh* and PCR conditions were reported previously (Quarto et al., 2009b). The results are presented as means ± SD of triplicate.

### Creation of Calvarial Defects

Animal experiments were performed in accordance with Stanford University Animal Care and Use Committee guidelines. Briefly, after anesthesia with an intraperitoneal injection of ketamine 100 mg/kg + xylazine 20 mg/kg + acepromazine 3 mg/kg and disinfection of the surgical site of the mice, an incision was made laterally to the sagittal midline to expose the frontal and parietal bones. The pericranium was removed using a sterile cotton swab. Using diamond coated trephine bits and saline irrigation, bilateral full-thickness calvarial defects (2-mm in diameter) were created in the non-suture associated right frontal and left parietal bones of pN21 mice (wild-type = 5 mice, *Twist1*^+/−^ *n* = 5 mice). Meticulous care was taken in order to protect the underlying dura mater or neighboring cranial sutures (Quarto et al., 2009b; Behr et al., 2011b, 2012).

### Assessment of Calvarial Healing Rate

The rate of healing μCT-scanning was performed as previously described (Behr et al., 2011b, 2012). Briefly, mice were scanned with a high-resolution MicroCAT II scanner (ImTek Inc., Knoxville, TN, United States) with an X-ray voltage of 80 kVP and an anode current of 450 μA. X-ray data reconstruction was performed with Cobra EXXIM (EXXIM Computing Corp., Livermore, CA, United States), and Micro View Software (GE Healthcare, Chicago, IL, United States). Each mouse was scanned with a CT-phantom, which is used to calibrate each scan. The precise threshold for regenerating calvarial bone was determined equivalent to 510 Houndsfield Units. The rest-defect areas were then determined with the Magic Wand Tool in Photoshop (Adobe Systems, San Jose, CA, United States). The area of the calvarial defects was evaluated by quantifying pixels in the defect. Percentage healing was then determined by dividing the rest defect area by the mean of defect size 1 day postoperatively. Mice were scanned 24 h post-surgery (time 0) and at week 1 2, 3, 4, 5, 6, and 7. For statistical analysis was used the Mann–Whitney test. A ^∗^*p*-value < 0.05 was considered statistically significant. For determining bone mineral density (BMD), standardized regions in the uninjured frontal and parietal bones were chosen and analyzed with the BMD tool in MicroView. The threshold range was set between 900 and 3500 voxels. The software automatically performed data analysis and calculations. Measurements were performed on four mice for each strain.

### Silencing of *Fgf23* and *Twist1* in Osteoblast Cells

Osteoblasts (pN21) were plated onto 12-well plates to 50% confluency 1 day before transduction. Cells were transduced with either *Fgf23*shRNA lentiviral particles (sc-39487-V) or *Twist1*shRNA lentiviral particles (sc-38605-V) Santa Cruz Biotechnology, Santa Cruz, CA, United States) and shRNA (scramble) lentiviral particles-A (sc-108080) was used as control (Santa Cruz Biotechnology, Santa Cruz, CA, United States). Transductions were performed according to the manufacturer’s protocol and as previously reported (Quarto et al., 2015). The efficiency of transduction was monitored 48 h after co-transduction using copGFP Control Lentiviral Particles (sc-108084), Santa Cruz Biotechnology, Santa Cruz, CA, United States) and found to be 85–87%. Two days later, the transduced cells underwent to puromycin selection (5 μg/mL) for 5 days. Efficiency of *Fgf23* and/or *Twist1* knockdown was assessed either at gene expression level by RT-PCR analysis or at protein level by immunoblotting analysis. Transduced cell were cultured in presence of puromicin thoroughly all the time of experiments.

### Immunoblotting Analysis

Immunoblotting analysis was performed using the following primary rabbit antibodies: rabbit anti-Twist1 (H-8: sc-15393) (dilution 1:200, Santa Cruz Biotechnology, Santa Cruz, CA, United States), rat monoclonal anti-FGF23 (MAB2629) (dilution 1:200, R&D System, Minneapolis, MN, United States) and anti-*β*-Actin (ab8227) (dilution 1:5,000; Abcam, Cambridge, MA, United States). Cell lysate proteins (40–80 μg) were resolved by NuPAGE 4–12% bis-Tris-HCl sodium dodecyl sulfate-polyacrylamide gel (Novex, Life Technologies, Carlsbad, CA, United States). Proteins were transferred to a polyvinylidene fluoride membrane (Bio-Rad, Inc., Hercules, CA, United States) and probed with specific antibody. Horseradish peroxidase-conjugated secondary anti-rabbit (7074S) and anti-rat antibodies (7077S) (dilution 1:2000; Cell Signaling, Danvers, MA, United States) were used. Immunoblotted proteins were visualized by enhanced chemiluminescence (Amersham Biosciences, Buckinghamshire, United Kingdom).

### Preparation of Cell-Conditioned Media and FGF23 Enzyme-Linked Immunosorbent Assay

Cell-media were collected from subconfluent cells cultured for 48 h in growth medium supplemented with 2% FCS. Media were then concentrated 50-fold using Centricon filters (3000 NMWL, Millipore Corporation, Billerica, MA, United States). Collection and concentration of the media were carried out at 4°C. The volume of each conditioned medium was normalized by cell numbers. Protein concentration was determined by BCA protein assay (Pierce Biotechnology, Rockford, IL, United States). Media were analyzed for FGF23 concentrations by enzyme-linked immunosorbent assay (ELISA) using Quantakine mouse FGF23 kit (R&D Systems, Minneapolis, MN, United States), according to the manufacturer’s instructions. Photometric detection was done with an ELISA reader at 370-nm wavelength. Each sample was run in triplicate. The results are the mean ± SD of three independent experiments.

### Bulk RNA-Sequencing (RNA-Seq)

RNA-seq was performed by the Stanford Functional Genomics Facility (SFGF) core at Stanford University^1^. Total RNAs isolated from wild-type and *Twist1*^+/−^ frontal and parietal bones (mice = 12/each strain) were purified using a Qiagen MiRNeasy Kit (Cat # 217004, Qiagen, Inc, Valencia, CA, United States), according to the manufacture’s instructions. Libraries were constructed using KAPA Stranded mRNA-Seq Kit (Cat # KK8420, Kapa Biosystem, Wilmington, MA, United States) following the manufacture’s instructions. Briefly, magnetic oligo-dt beads were used for poly (A) capture, followed by first strand synthesis using random primers, second strand synthesis, converting cDNA:RNA hybrid to double-stranded cDNA and incorporating dUTP into the second cDNA strand. Subsequently, A-tailing to add dAMP to the 3′-ends of the dscDNA library fragments was performed. An adapter ligation was carried out, where dsDNA adapters with 3′dTMP overhangs were ligated to the A-tailed library insert fragments. Library amplification was then performed to amplify library fragments carrying appropriate adapter sequences at both ends using high-fidelity, low-bias PCR. Amplified libraries were run on bio-analyzer to determine the library fragment size distribution and to detect the presence of excessive adapter dimer molecules using the High Sensitivity DNA Assay (Cat # 5067-4626 Agilent Technologies, Santa Clara, CA, United States). The quantified libraries were then pooled at equal nanomoles of individual libraries. After final QC the pooled libraries were sequenced on Illumina Next-Seq (Illumina, San Diego, CA, United States).

### RNA-Seq Analysis

FastQC 0.11.2^2^ from the Babraham Institute was used to perform quality control checks on raw sequence data. The mouse reference genome (mm9, NCBI Build 37) was obtained from the UCSC Genome Browser download site. The corresponding reference annotations (GTF) were obtained from the iGenomes site hosted by Illumina. The splice-aware aligner STAR [version 2.4.2a, (doi: 10.1093/bioinformatics/bts635)] was used to align reads to the mouse reference genome. Cuffdiff (Cufflinks version 2.2.1) was used for gene expression quantification (in FPKM) and for detection of differentially expressed genes based on the BAM alignments from STAR. The cummeRbund R package (version 2.12.1 with R version 3.2.2) was used for visualization and sample clustering. Venn (version 0.8.4) was used to generate dynamic Venn diagrams^3^ for differential gene expression based on the outputs from Cuffdiff. Hierarchical clustering of the gene expression data was done on log_2_ (FPKM + 1) values using the Cluster (version 3.0) software and the output (CDT, GTR, and ATR files) was visualized as heatmaps using Java TreeView (version 1.1.6r4)^4^. GSEA (version 2.2.0, DOI: 10.1073/pnas.0506580102) was used to perform gene set enrichment analysis to identify statistically significant gene sets showing concordant differences between two biological states. Each replicate corresponding to wild-type and *Twist*^+/−^ frontal and parietal bones had, on an average, 63 million single-end reads of length 75 bp. Mapping of reads to the mm9 reference genome using STAR aligner resulted in, on an average, 74% uniquely mapped reads and 15% multi-mapped reads resulting in 89% mapped reads overall. Transcript abundances in terms of FPKMs were determined using Cuffdiff and the large amount of data produced from the Cuffdiff RNA-Seq differential expression analysis were then visualized using the cummeRbund R package as follows. Density plots were examined to assess the distributions of FPKM scores across samples

### Calcein Incorporation

To analyze the formation/mineralization rate of wild-type and *Twist1^+^*^/−^ frontal and parietal bones, we harvested skulls from pN2 mice and cultured for 2 days in complete a-MEM medium supplemented with calcein (1 μg/ml) (Millipore-Sigma, St. Louis, MO, United States). Where requested mouse recombinant FGF23 protein (100 ng/ml, R&D System, Minneapolis, MN, United States) was added to the cultures. Specimens were fixed in 10% neutral buffered formalin overnight at 4°C, embedded in OCT and cut into 8-μm section. Images of frozen sections were captured under a fluorescence microscope (Leica DMI 4000B) using the same exposure time, and the rate of fluorescence measured using J image densitometer. Sixty images selected randomly from 3 bones (for each group) were analyzed and data presented as average fluorescence intensity. Experiments were performed twice. Of note, technical aspects arising from this type of experiment dictated the choice of pN2 mice. Specifically, in order to preserve the calcein incorporation into the bony tissue, the specimens were not decalcified by EDTA, because this treatment would dissolve the calcein incorporated into the bone. Therefore, to be able to cut the bone into sections the tissue has to be soft and skull of pN2 meets this need. Of note, at pN2 *Twist1* gene is already differentially expressed between frontal and parietal bones (see **Figure 1**).

**FIGURE 1:**
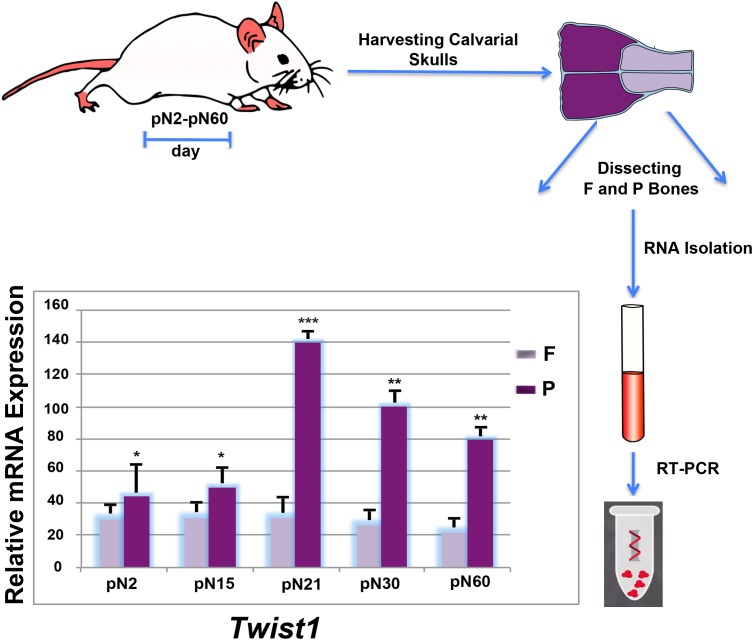
Differential postnatal expression of *Twist1* in frontal and parietal bones. Time-course RT-qPCR analysis performed on frontal and parietal bone tissues (*n* = 10) revealed a differential expression of *Twist1* with higher levels in parietal bone. The relative mRNA level in each sample is normalized to housekeeping gene *Gapdh*. Values are presented as relative to *Gapdh* expression. Values: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, and ^∗∗∗^*p* ≤ 0.001.

### Statistical Analysis

Data are presented as mean-SD of three independent samples. Statistical comparisons between groups were done using a two-tailed Student’s *t* test, ^∗^*p* ≤ 0.05; ^∗∗^*p* ≤ 0.01; and ^∗∗∗^*p* ≤ 0.001 were considered significant.

## Results

### *Twist1* Is Differentially Expressed in Calvarial Bones of Different Embryonic Tissue Origin

While the spatio-temporal expression profile of *Twist1* during mouse embryonic development has been widely investigated (Chen and Behringer, 1995; Fuchtbauer, 1995; Stoetzel et al., 1995; Gitelman, 1997; Bildsoe et al., 2009), its postnatal expression pattern in bones of different embryonic tissue origin such as, the neural crest-derived frontal bone and paraxial mesoderm-derived parietal bone has not been described. Therefore, we began our study by profiling the postnatal *Twist1* expression in these two bones at different time points. The analysis obtained by RT-PCR revealed a distinct expression pattern between the frontal and parietal bones, which was characterized, starting from day pN2 by a significant increase of Twist1 expression in the mesodermal-derived parietal bone which reach a peak at day pN21, followed by downregulation at later time points. Conversely, in the neural crest-derived frontal bone *Twist1* expression was markedly lower and remained steady (**Figure 1**). This finding opens the question: does *Twist1* haploinsufficiency differently impact frontal and parietal bones? In order to address this question, we compared both, *in vitro* and *in vivo*, the osteoskeletal ability of frontal and parietal bones derived from haploinsufficient *Twist1* and wild-type mice.

### *Twist1* Haploinsufficiency Enhances *in vitro* Osteogenic Potential of Mesoderm-Derived

#### POb

Our previous studies demonstrated that neural crest-derived frontal osteoblasts (FOb) and mesoderm-derived parietal osteoblasts (POb) display a different osteogenic potential, with FOb differentiating more robustly than POb (Quarto et al., 2009b).

In the current study, we investigated whether a similar osteogenic profile would be observed in FOb and POb derived from haploinsufficient *Twist1* calvarial bones. Confluent wild-type and *Twist1*^+/−^ osteoblast cultures were incubated in osteogenic differentiation medium for 28 days followed by Alizarin red and von Kossa staining to assess for deposition of calcium into the extracellular matrix. As expected and previously described (Quarto et al., 2009b; Li et al., 2013) both staining methods revealed a robust mineralization of extracellular matrix and bone nodules formation in wild-type FOb compared to wild type POb (**Figures 2A–C**). Surprisingly, *Twist1*^+/−^ POb displayed greater osteogenic potential than wild-type POb, whereas *Twist1*^+/−^ FOb had less osteogenic potential than the wild-type counterpart (**Figures 2A–C**). This unique profile was also confirmed at molecular level by the expression of osteogenic markers specifically, the early marker osterix (*Osx*) and the late marker osteocalcin (*Bglap*) (**Figure 2D**). Thus, *Twist1* haploinsufficiency positively impacts the osteogenic ability of mesoderm-derived osteoblasts whilst impairing that of neural crest-derived osteoblasts.

**FIGURE 2:**
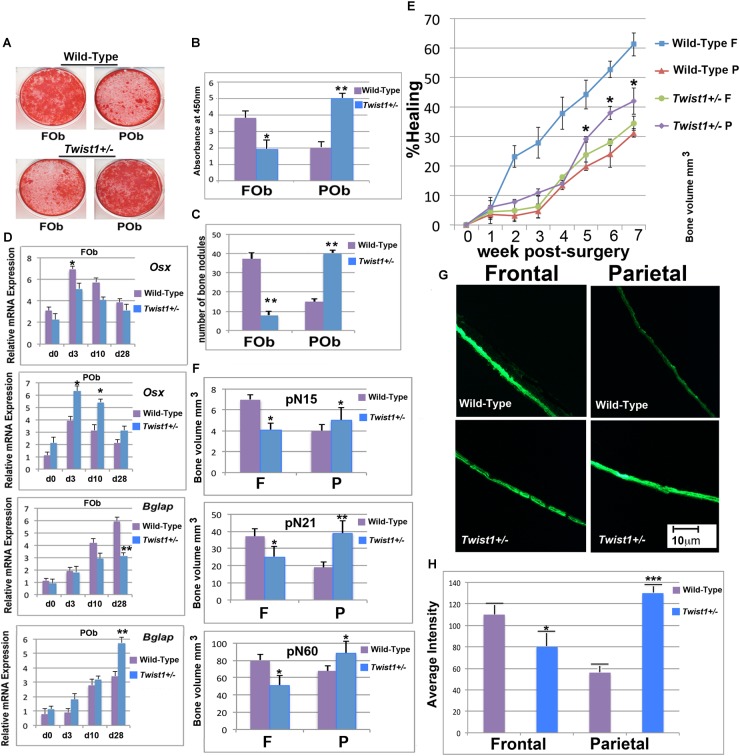
*Twist1* haploinsufficiency enhances the osteoskeletal potential of mesoderm-derived parietal bone. **(A)** FOb and POb cultured under osteogenic conditions for 28 days and stained with Alizarin Red. **(B)** Quantification of Alizarin Red staining revealing a more intense mineralization of the extracellular matrix in *Twist1*^+/−^ POb as compared to wild-type POb. **(C)** Number of large bone nodules formation identified by von-Kossa staining at osteogenic differentiation day 28. **(D)** Relative mRNA expression of early (*Osx*) and late (*Bglap*) osteogenic markers in wild-type and *Twist1*^+/−^ osteoblasts cultures. Results are representative of three experiments performed. **(E)** Time course of frontal and parietal bone healing defects, quantification of defect repair (*n*? = ?5/each bone) based on μCT results are analyzed using magic wand tool in Photoshop after standardization of threshold for regenerating calvarial bone. Results are representative of two independent experiments performed. Statistical analysis was performed using the Mann–Whitney Test. ^∗^*P* ≤ 0.05. **(F)** Quantification of bone thickness in uninjured wild type and *Twist1*^+/−^ Frontal and Parietal bones ^∗^*P* ≤ 0.05. **(G)** Bone formation in wild-type and *Twist1*^+/−^ frontal and parietal bones assessed by culturing skulls for 48 h in presence of calcein (1 μg/ml). **(H)** Quantification of calcein incorporation. Histomorphometric analysis of calcein accumulation was obtained using Image J64 densitometry analysis. Scale bar, 10 μm. Results are representative of three independent experiments performed. Values: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, and ^∗∗∗^*p* ≤ 0.001.

### *Twist1* Haploinsufficient Enhances *in vivo* Bone Repair Ability Mesoderm-Derived Parietal Bone

Having observed an enhanced *in vitro* osteogenic potential of *Twist1* haploinsufficient POb as compared to wild-type POb, we sought to investigate whether a similar osteoskeletal phenotype would be observed *in vivo.* To this aim, we evaluated the calvarial healing ability of frontal and parietal bones in wild-type and *Twist1*^+/−^ mice. To explore *in vivo* healing, we introduced calvarial defects of 2-mm in diameter in the right frontal and left parietal bones of postnatal day 21 mice (*n* = 5). The healing rate of each defect was monitored for 7 weeks by microcomputed tomography (μCT). As previously reported (Quarto et al., 2009b; Li et al., 2015), μCT scanning of defects showed significantly less bone regeneration in wild-type parietal bone as compared to wild-type frontal bone (**Figure 2E**). Conversely, *Twist1* haploinsufficient parietal bone healed significantly better than wild type parietal bone to an extent similar to that of the wild type frontal bone (**Figure 2E**). Moreover, μCT analysis performed at different time points on uninjured frontal and parietal bones revealed differences in bone density, with *Twist1*^+/−^ parietal bone showing increased bone thickness as compared to wild-type parietal bone, and *Twist1*^+/−^ frontal bone having decreased bone density (**Figure 2F**). The latter observation found further support from calcein labeling experiments performed on *ex-vivo* skull explants derived from wild-type and *Twist1*^+/−^ mice. As shown in **Figures 2G,H**, *Twist1*^+/−^ parietal bones incorporated significant higher amount of calcein as indicated by the intensity of fluorescence and its quantification. This outcome demonstrates the ability of *Twist1*^+/−^ parietal bone to mineralize more robustly than wild-type, thus reflecting bone density properties. Taken together, results garnered from *in vivo* analysis mirrored those obtained from *in vitro*, supporting that *Twist1* haploinsufficiency leads to a significant enhancement of the osteogenic capacity of mesoderm-derived parietal bone while negatively impacting the neural crest-derived frontal bone.

### Transcriptomic Profile of *Twist1* Haploinsufficient Frontal and Parietal Bones

Next, we sought to investigate the molecular mechanism(s) through which *Twist1* haploinsuffiency could enhance the osteoskeletal ability of the parietal bone and derived osteoblasts. Our initial approach was to analyze the genomic profile of *Twist1*^+/−^ and wild-type frontal and parietal bones by bulk RNA-seq technique. 

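Total RNA from the frontal and parietal bones of wild-type and *Twist1*+/- mice (12 mice per strain) at postnatal day 21 was enriched for poly(A) RNA, made into stranded libraries and sequenced as single-end reads of 75 bases. The frontal bone derives from the neural crest and the parietal bone from mesoderm. The authors aligned the reads to the mm9 genome with STAR, and Cuffdiff gave an FPKM value (fragments per kilobase of transcript, scaled to the mapped reads of the library) for each gene in each library. The values analysed here cover 23946 genes in 4 libraries, 1 for each genotype and bone. The methods of the paper speak of replicates of each bone, but 1 library per condition is analysed here, so no difference has a replicate check and no p-value is given. FPKM values are not counts. The methods give the depth and the mapped share as averages over the replicates, and the depth of each library is not given by its FPKM values. A relative depth was read from genes between 0.005 and 0.1 FPKM in a pair of libraries, whose ratios gather at the ratio of what 1 read is worth. In *Twist1*+/- frontal bone 1 read was worth 1.29 times as many FPKM as in wild-type frontal bone, with 17.7% of 776 genes within 0.1 log2 units of that ratio against a median of 4.64% at other ratios. In wild-type parietal bone it was worth 1.32 times as many as in *Twist1*+/- frontal bone (556 genes), and in the library labelled *Twist1*+/- parietal bone 0.986 times as many as in wild-type parietal bone (513 genes). The wild-type frontal library was therefore the deepest, and the parietal libraries were close to each other in depth. Genes above 0 numbered 18677 in wild-type frontal, 18063 in wild-type parietal, 19452 in *Twist1*+/- frontal and 18288 in *Twist1*+/- parietal bone. The 10 highest genes held between 23.3% (wild-type parietal) and 30.6% (*Twist1*+/- parietal) of the summed FPKM.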

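The targeted gene *Twist1* lies on chromosome 12 of mm9 from 34642536 to 34644682, on the forward strand, with 2 annotated exons. Its expression was 59.0 FPKM in wild-type frontal bone and 30.4 FPKM in *Twist1*+/- frontal bone, a log2 ratio of -0.96. In wild-type parietal bone it was 52.5 FPKM, and in the library labelled *Twist1*+/- parietal bone it was 50.7 FPKM, a log2 ratio of -0.05. *Twist1* expression therefore does not set that library apart from wild-type parietal bone, and every direction given for it rests on its label. The parietal ratio of *Twist1* changed sign, to 0.01, when each library was scaled to the same median ratio, and was -0.62 when the median ratio of genes of similar GC content was subtracted, a correction chosen after seeing the data. Some values of 0 cannot be read as absence. Among 93 genes at or above 1000 FPKM in at least 1 library, 5 are listed at 0 in another. The collagen genes *Col1a1* and *Col1a2*, which bone expresses abundantly, are listed at 5595 and 6326 FPKM in wild-type parietal bone and at 0 in the other 3 libraries, and the globin genes *Hba-a1*, *Hbb-b1* and *Hbb-bt* are listed at 0 in wild-type frontal bone alone. A gene was called changed when the ratio of its FPKM values exceeded 3-fold and the higher value was at least 1 FPKM. A gene listed at 0 in 1 library and at or above 1 FPKM in the other was counted as changed.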

Out of 24,015 mouse mm9 genes analyzed, this analysis revealed differential expression of 365 between wild-type parietal and *Twist1*^+/−^ statistically different (*p*-value < = 0.0001) with a fold change greater than three. 

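In the comparison of parietal bones, 13914 genes reached 1 FPKM in at least 1 of the 2 libraries, and 1139 of them (8.19%) differed by more than 3-fold. Of these, 114 were listed at 0 in 1 library, and 72 were short RNA genes (microRNA, snoRNA and scaRNA), which made up 6.32% of the changed genes against 0.805% of all genes at or above 1 FPKM. The choice that moved the count most was the floor. Without a floor 3675 genes differed by more than 3-fold, and with a floor of 10 FPKM the count was 323. The ratio of the library labelled *Twist1*+/- parietal bone to wild-type parietal bone also rose with the GC content of the gene, with a Spearman rho of 0.546 across 12554 genes that are not independent replicates. The median log2 ratio was -0.59 in the lowest of 20 groups of genes by GC content and 0.70 in the highest. When the median of each group was subtracted, a correction chosen after seeing the data, 953 genes differed by more than 3-fold. This number includes 193 genes without a GC value, which were left uncorrected. Among genes with a value the count went from 946 to 760, of which 620 were changed before and after.

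**Figure D1:**
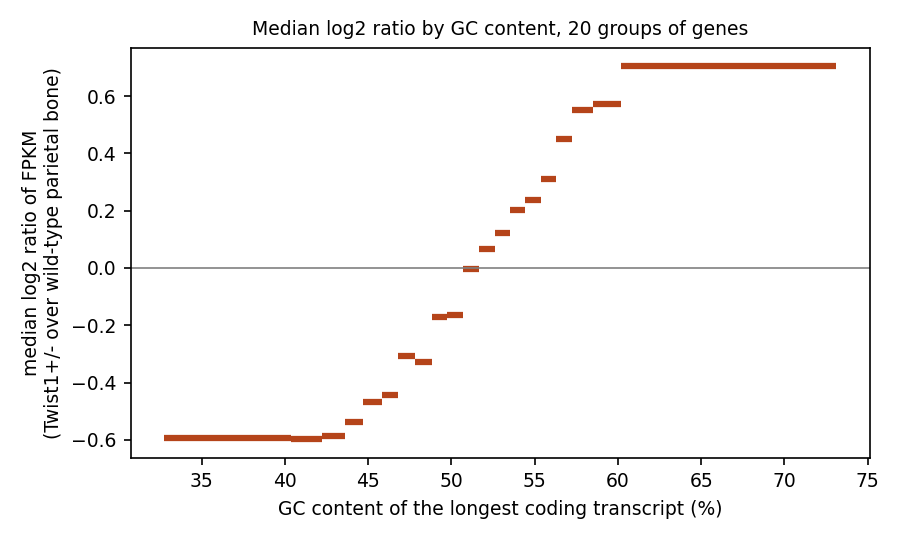
Median log2 ratio of FPKM, labelled *Twist1*+/- parietal over wild-type parietal bone (vertical axis), for 20 groups of genes of similar number ordered by GC content of the longest coding transcript in percent (horizontal axis). Each bar spans the GC range of its group, and the medians run from -0.59 in the lowest group to 0.70 in the highest.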

Between wild-type and *Twist*^+/−^ frontal bones 217 genes were differentially expressed (*p*-value < = 0.0001) with a fold change greater than three. 

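Between the frontal bones, 558 of 14341 genes at or above 1 FPKM (3.89%) differed by more than 3-fold, of which 82 were listed at 0 in 1 library and 72 were short RNA genes. Ranked by the difference in log2(FPKM + 1), a scale that understates the change of low genes, the largest rises in *Twist1*+/- frontal bone among genes above 0 in both libraries and at or above 10 FPKM in the higher were those of the dentin gene *Dspp* (5.16) and of the muscle genes *Myl1* (4.04) and *Mb* (3.90). The largest falls were those of *Mir678* (-4.92), *Ndufs5* (-4.00) and *Snora70* (-3.92). The first and the last of these are short RNA genes that overlap annotated exons of *Prmt2* and *Rpl10*. A list of skeletal muscle genes had a median difference of 3.37 between the frontal libraries, above all of 10000 random lists of the same size matched on mean expression.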

A greater differential gene expression was observed between wild-type frontal and parietal bones. 

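Between wild-type parietal and frontal bone, 1887 of 14214 genes (13.3%) differed by more than 3-fold, 579 of them higher in parietal bone and 1308 higher in frontal bone. This count stayed above the count for parietal bones, which stayed above the count for frontal bones, under each of the 8 alternative settings tried for all of them. Among genes above 0 in both wild-type libraries and at or above 10 FPKM in the higher, those with the largest rise from frontal to parietal bone in log2(FPKM + 1) were *Tceal7* (5.79), *Myl1* (5.75) and a RIKEN gene next to *Stfa1* on chromosome 16 of mm9, from 36253103 to 36257482 (5.71), and those with the largest fall were *Mir678* (-7.63), *Obp2a* (-5.73) and *Ptgds* (-5.20). The RIKEN gene shares 27.5% of its 75-base windows with *Gm5483*. The list of muscle genes had a median of 4.84 in this comparison, and a list of brain and meninges genes had a median of -2.96.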

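Of the genes that differed by more than 3-fold in at least 1 comparison, 123 were shared by all 3 comparisons. Another 527 were shared only by the comparison of parietal bones and the comparison of wild-type bones, 126 only by the comparisons of parietal and of frontal bones, and 144 only by the comparisons of frontal and of wild-type bones. The genes found in a single comparison numbered 363 for the parietal bones, 165 for the frontal bones and 1093 for the wild-type bones. The parietal and wild-type comparisons both contain the wild-type parietal library, and they had 650 genes in common, or 57.1% of the genes that differed between the parietal bones. In 427 of these wild-type parietal bone had the lower value in both comparisons, in 219 it had the higher value in both, and 4 showed neither pattern. The parietal and frontal comparisons had 249 genes in common, and 212 of these changed in the same direction with the *Twist1*+/- label in both bones.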

Venn diagram and scatter plot analysis illustrate up or down regulated top genes with a fold change greater than three between the different bones (**Figures 3A,B**). 

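In the library labelled *Twist1*+/- parietal bone, 730 genes were higher and 409 lower by more than 3-fold than in wild-type parietal bone. In *Twist1*+/- frontal bone, 454 genes were higher and 104 lower than in wild-type frontal bone. When a pseudocount of 1 FPKM was added before the ratio was taken, these counts became 283 and 175 in parietal bone and 174 and 59 in frontal bone. Among genes above 0 in both parietal libraries and at or above 10 FPKM in the higher, the largest rises in log2(FPKM + 1) were those of *Obp1a* (8.20), *Gm14743* (7.92) and *Mir678* (7.49), and the largest falls were those of *Gpha2* (-6.09), the RIKEN gene next to *Stfa1* (-4.91) and another RIKEN gene on chromosome 1 from 89366839 to 89372034 (-4.71). Among genes with a GC value, those higher in the library labelled *Twist1*+/- parietal bone had a median GC content of 55.2%, and those lower had 45.9%. Both sets include genes listed at 0 in 1 library. The median was 50.7% for the 12554 genes above 0 in both parietal libraries and at or above 1 FPKM in at least 1. *Obp1a* encodes an odorant-binding protein, and a list of 10 nasal epithelium genes, drawn up after *Obp1a* was seen but without looking at their values, had a median difference of 4.15.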

Among the 365 genes differentially expressed between wild-type and *Twist1*^+/−^ parietal bones 310 were upregulated and 55 downregulated, while 233 were upregulated, and 4 downregulated between wild-type and *Twist1* frontal bones. 

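Pearson's r of log2(FPKM + 1) was computed across all genes, which are not independent replicates. It was 0.978 between wild-type and *Twist1*+/- frontal bone and 0.958 between wild-type and labelled *Twist1*+/- parietal bone, and the frontal value stayed above the parietal value under each of the 4 alternatives tried. Restricting the genes to those at or above 1 FPKM in at least 1 of the 2 libraries lowered r most, to 0.946 and 0.902. Wild-type frontal and parietal bone had an r of 0.942, and *Twist1*+/- frontal and parietal bone an r of 0.977. Across bones and genotypes, r was 0.964 between wild-type frontal and labelled *Twist1*+/- parietal bone and 0.947 between wild-type parietal and *Twist1*+/- frontal bone. Wild-type parietal bone thus had a lower r with each other library than those libraries had among themselves.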

The wild-type frontal and *Twist1*^+/−^ bones were the most closely correlated with a Pearson correlation coefficient (*r* = 98), than wild-type parietal and *Twist1*^+/−^ bones (*r* = 96) (**Figure 3B**). 

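*Fgf23* lies on chromosome 6 of mm9 from 127022920 to 127031426, on the forward strand, with 3 annotated exons. Its expression was 20.9 FPKM in wild-type parietal bone and 0.202 FPKM in the library labelled *Twist1*+/- parietal bone, a log2 ratio of -6.69. In wild-type frontal bone it was 0.525 FPKM and in *Twist1*+/- frontal bone 1.00 FPKM, a log2 ratio of 0.94, and the log2 ratio of wild-type parietal to wild-type frontal bone was 5.31. On the log2(FPKM + 1) scale, the alternative that moved the parietal ratio most, the difference was -4.19. A list of osteocyte genes that does not contain *Fgf23* had a median difference in log2(FPKM + 1) of 1.00 between wild-type parietal and frontal bone and of -0.41 between the parietal bones. None of the 1740 windows of 75 bases in the longest *Fgf23* transcript occurred in a transcript of another gene.

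**Figure D2:**
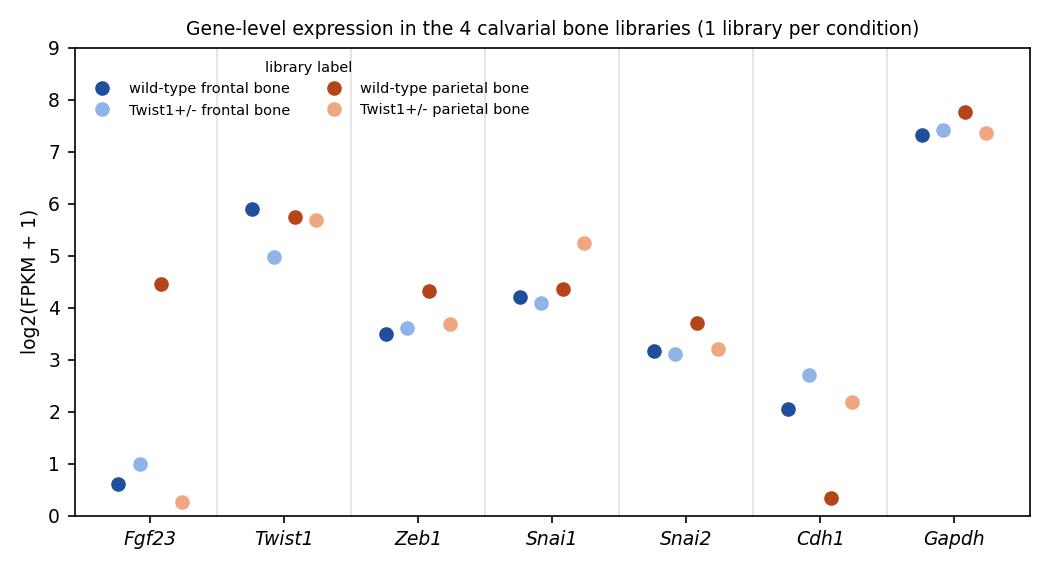
Expression of *Fgf23*, *Twist1*, *Zeb1*, *Snai1*, *Snai2*, *Cdh1* and *Gapdh* as log2(FPKM + 1) (vertical axis) in the 4 libraries, with 1 point per library and no error bars because 1 library per condition is analysed. *Fgf23* is high only in wild-type parietal bone, at 20.9 FPKM, while *Twist1* is lowest in *Twist1*+/- frontal bone.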

Among the genes differentially expressed between *Twist1*^+/−^ and wild-type parietal bones, we found potentially of interest the *Fgf23* gene, which encodes a peptide hormone regulating bone mineralization and levels of serum phosphate (Shimada et al., 2001, 2004; Yamazaki et al., 2002; Riminucci et al., 2003; Larsson et al., 2004; Wang et al., 2008). We identified *Fgf23* as part of an unique signature of genes exclusively upregulated in wild-type parietal bones and significantly down-regulated in *Twist1*^+/−^ parietal bone with a fold change greater than six thus, representing one of the top genes significantly down-regulated. Therefore, we thought that it could be a candidate gene to investigate. In addition to *Fgf23*, in this signature were also identified clusters of microRNAs (**Figure 3C**).

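Genes exclusive to wild-type parietal bone were taken as those at or above 1 FPKM there and more than 3 times higher than in each of the other 3 libraries. There were 178 such genes, against 71 for wild-type frontal bone, 132 for *Twist1*+/- frontal bone and 48 for the library labelled *Twist1*+/- parietal bone. By the difference in log2(FPKM + 1) to the next highest library, *Fgf23* ranked 24 among the 178. These include 23 genes listed at 0 in the other 3 libraries, 18 of them short RNA genes, and such values cannot all be read as absence. The 9 genes in Fig. 3C that are not short RNA genes, *Fgf23* among them, all met the definition. The fall of *Fgf23* in the library labelled *Twist1*+/- parietal bone was 103-fold. By plain ratio it ranked 4 among the 352 lower genes above 0 in both parietal libraries. By the difference in log2(FPKM + 1) it ranked 29 among all 409 lower genes, those listed at 0 in the library labelled *Twist1*+/- parietal bone included. On that scale it ranked 4 among the 7267 genes above 0 in both libraries and at or above 10 FPKM in the higher. The rank of 29 therefore reflects genes listed at 0 and not the scale. The fold change was 99.3 after scaling to the median ratio and 18.2 on the scale of FPKM + 1. From its place in this signature and the size of its fall, the paper reasons that *Fgf23* could be a candidate gene to investigate.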

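Of the 23 genes in Fig. 3C, 14 are short RNA genes and 12 of these are microRNA genes. All 14 were listed at 0 in the other 3 libraries and at 13.8 to 106 FPKM in wild-type parietal bone. *Mir3064* had the highest value (106 FPKM), followed by *Mirlet7i* (96.8 FPKM). Genes of this kind listed at 0 everywhere else were found for each library, with 19 in wild-type frontal bone, 18 in wild-type parietal bone, 15 in *Twist1*+/- frontal bone and 12 in the library labelled *Twist1*+/- parietal bone. Positions in the mouse annotation were found for 6 of the 14, which are 83 to 139 bp long, against a read length of 75 bases. Among these, *Mir1898* lies in an intron of *Zfr*, *Mir218-1* in an intron of *Slit2*, *Mir218-2* in an intron of *Slit3* and *Scarna3b* in an intron of *Dcaf5*, each on the strand of its host gene. Among the other genes of the signature, *Stfa1* was at 704 FPKM in wild-type parietal bone, but 15.9% of the 75-base windows of its transcript also occur in *BC100530*. For the RIKEN gene beside it, at 81.7 FPKM, 27.5% occur in *Gm5483*. The authors' alignment could have split such reads between the copies.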

**FIGURE 3:**
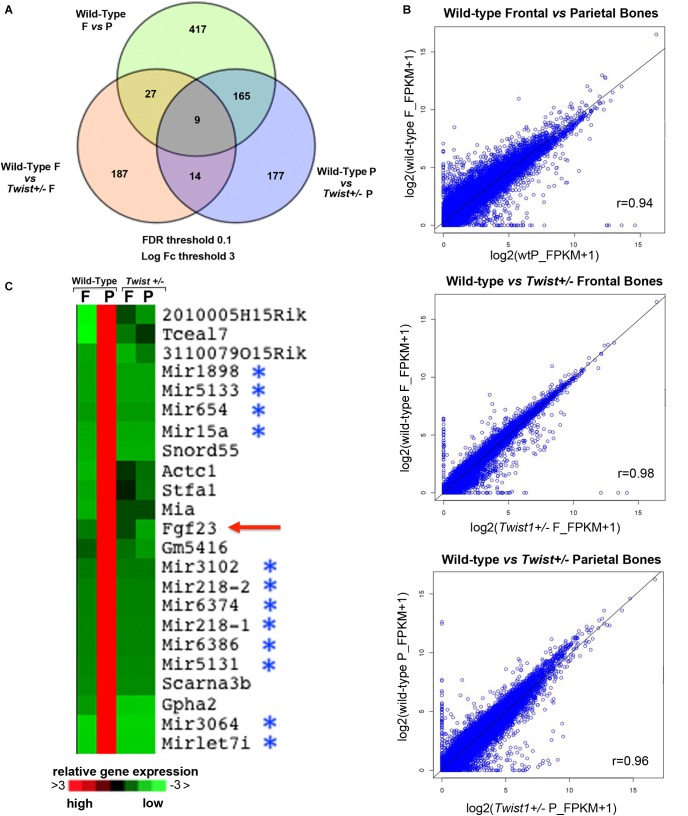
Transcriptomic profiles of wild-type and *Twist*^+/−^ frontal and parietal bones. RNA-Seq analysis to assess gene expression changes caused by *Twist1* haploinsufficiency in calvarial bone of pN21 mice revealed significant differences. **(A)** Venn diagram showing the comparison of top genes found differentially expressed (up and down regulated) in wild-type and *Twist*^+/−^ Frontal (F) and Parietal (P) bones for FDR < 0.1 and log_2_ (fold change) >3, with fold change as ratios of gene-level FPKM values. Their gene expression levels are affected ≥3 fold. **(B)** Scatterplot representation showing the fold change Scatter plots of gene expression of genes [based on log_2_ (FPKM + 1) expression values with each dot representing a gene]. In the bottom of each graph the pair-wise Pearson’s correlation (r) for all genes is shown. **(C)** Heatmap showing *Fgf23* as a component of a unique signature of genes that are exclusively upregulated in wild-type parietal bones. (upregulation in Red; downregulation in Green).

### *Fgf23* Downregulation Is Intrinsic of Osteoblast Cells

As a first step, prior to investigating the potential involvement of *Fgf23* downregulation in enhancing POb osteogenic differentiation, we validated its differential expression by PCR analysis in bone tissues on which bulk RNA-seq analysis was performed. This analysis confirmed a significant downregulation of *Fgf23* in *Twist1*^+/−^ parietal bone as compared to wild-type (**Figure 4A**), thus validating the data obtained from RNA-seq analysis.

**FIGURE 4:**
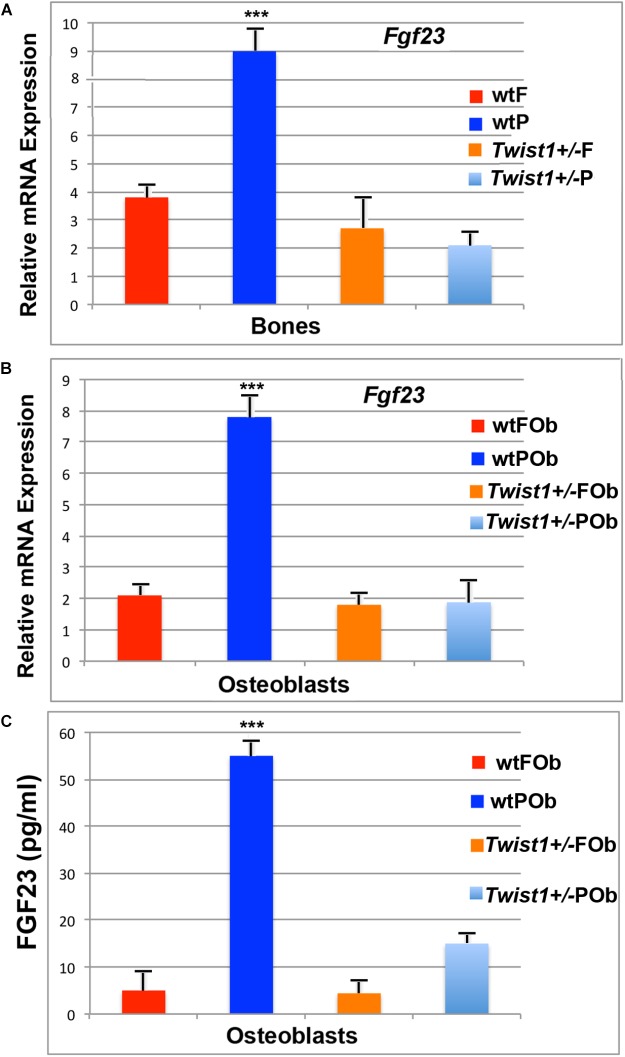
Validation of *Fgf23* in calvarial bones and derived osteoblasts. **(A)** Validation of *Fgf23* downregulation obtained by performing PCR analysis on bone tissues. **(B)** RT-qPCR analysis showing *Fgf23* down-regulation in osteoblast primary cultures (depleted of pericranium and dura mater- derived cells). **(C)** ELISA assay performed on media collected from osteoblast cells and concentrated by 20-fold. Elevated level of secreted FGF23 protein is detected in the medium of wild-type POb, whereas in *Twist*^+/−^ POb protein levels are sharply decreased to values similar to that of wild-type and *Twist*^+/−^ FOb. Value: ^∗∗∗^*p* ≤ 0.001.

Previous studied have reported that *Fgf23* is primarily expressed in osteoblasts and osteocytes (Riminucci et al., 2003; Mirams et al., 2004) and systemically circulates (Yamazaki et al., 2002). Additional PCR analysis performed on osteoblast cultures also revealed the same *Fgf23* expression pattern as previously identified by RNA-seq analysis in bone tissues. Similarly, *Fgf23* was found to be downregulated approximately seven-fold in *Twist1*^+/−^ POb as compared to wild-type POb (**Figure 4B**). This finding is of interest and indicates that the expression pattern of *Fgf23* and the downregulation initially observed in parietal bones comprising of pericranium, bone plate and dura-mater, is intrinsic of osteoblast cells which were derived from calvarial bones depleted of pericranium and dura-mater tissues. Consistent with this finding, ELISA detected high level of secreted FGF23 protein exclusively in wild-type POb, whereas, it was dramatically reduced in *Twist1*^+/−^ POb (**Figure 4C**). Indeed, the validation of our RNA-seq results by RT-PCR builds support to further investigate the potential functional role that *Fgf23* down-regulation may play in enhancing the osteogenic potential of *Twist1*^+/−^ POb.

### Exogenous FGF Protein Reduces the Osteogenic Profile of *Twist*^+/−^ POb

Having confirmed the differential expression by PCR and protein analysis we sought to investigate the potential role Fgf23 might play in the osteogenic phenotype observed between wild type and *Twist1*^+/−^ POb. For this purpose, we performed a set of loss- and gain-of-function experiments. We began by treating osteoblasts with exogenously added FGF23 protein to assess whether this treatment would abrogate the increased osteogenic differentiation observed in *Twist1*^+/−^ POb. Outcomes from an osteogenic differentiation assay performed with or without FGF23 protein revealed a dramatic effect on *Twist1*^+/−^ POb. As shown in **Figures 5A,B**, Alizarin red staining detected a significant reduction of the extracellular matrix mineralization in FGF23 treated *Twist1*^+/−^ POb in comparison to untreated POb. These biochemical differences were further supported by the expression profile of late osteogenic marker *Bglap* (**Figure 5C**). Conversely, FGF23 treatment had little effect on *Twist1*^+/−^ FOb osteogenic profile which was already impaired by *Twist1* haploinsufficiency (**Supplementary Figures S1A–C**). Moreover, FGF23 treatment significantly impacted wild-type FOb, but had little effect on wild-type POb (**Supplementary Figures S1D–F**). The differential effect elicited by FGF23 on wild-type FOb and POb may reflect differences in the threshold level of endogenous FGF23 protein between FOb and POb, and therefore, their responsiveness. Taken together, these data strongly suggest that *Fgf23* downregulation may play a role in eliciting greater osteogenic capacity of *Twist1*^+/−^ POb.

**FIGURE 5:**
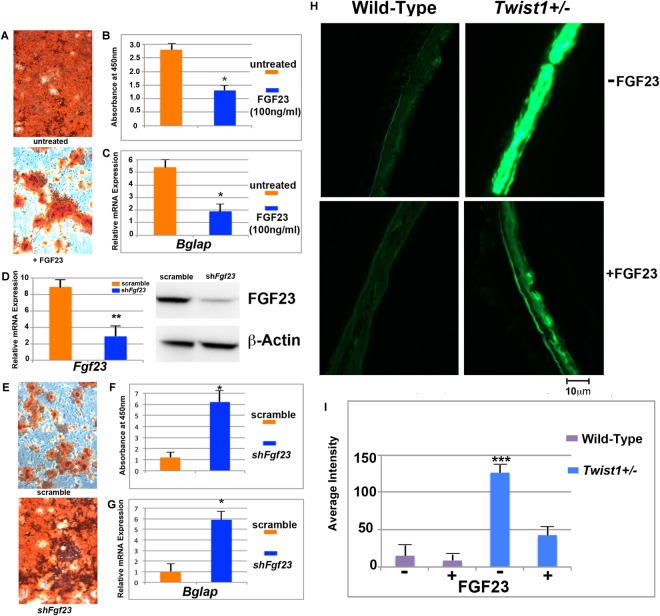
Inhibition of osteogenesis and bone mineralization by exogenous FGF23 protein. **(A)** Treatment with FGF23 protein (100 ng/ml) suppresses markedly osteogenic differentiation of *Twist*^+/−^ POb as revealed by Alizarin red staining performed at differentiation day 28. **(B)** Quantification of Alizarin red staining for the osteogenic assay shown in panel A **(C)** RT-qPCR analysis of the osteogenic marker osteocalcin (*Bglap*) confirms that FGF23 treatment abrogates the enhanced osteogenic of *Twist1*^+/−^ POb. **(D)** Validation of effective *Fgf23* silencing monitored by RT-qPCR (left panel) and immunoblotting analysis (right panel). **(E)** *Fgf23* silencing enhances the osteogenic capacity of wild-type POb mirroring that of *Twist1*^+/−^ POb as revealed by Alizarin red staining. **(F)** Quantification of Alizarin red staining for the osteogenic assay shown in panel **E**. **(G)** osteocalcin (*Bglap*) expression by RT-qPCR analysis confirms increased terminal differentiation in sh*Fgf23* POb compared to scramble POb. **(H)** Exogenous added FGF23 also decreases dramatically bone mineralization in parietal bone organ culture. Calcein was added to the cultures for 48 h. Immunofluorescence showing calcein accumulation into the bone. **(I)** Histomorphometric analysis of calcein accumulation. Scale bar, 10 μm. Results are representative of three independent experiments performed. Values: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, and ^∗∗∗^*p* ≤ 0.001.

### *Fgf23* Silencing Makes Wild-Type POb “*Twist1*^+/−^ POb-Like”

Next, we performed a counter part experiment seeking to investigate whether silencing of *Fgf23* in wild-type POb would potentiate their *in vitro* osteogenic ability mimicking that of *Twist1*^+/−^ POb. *Fgf23* silencing was successfully accomplished by transducing wild-type POb with sh*Fgf23* lentiviral particles. Upon puromicin selection, expression of *Fgf23* decreased approximately by 73% in sh*Fgf23* cells as compared to scramble transduced cells (**Figure 5D**, left panel). Immunoblotting analysis confirmed decrease of FGF protein (**Figure 5D**, right panel). Then, we performed an osteogenic differentiation assay to evaluate the osteogenic ability of sh*Fgf23*POb in comparison to scramble POb. The analysis provided clear evidence on the key role that downregulation of *Fgf23* plays in enhancing the osteogenic capacity observed in *Twist1*^+/−^ POb. This was indicated by a robust extracellular matrix mineralization as assessed by Alizarin red staining (**Figure 5E**) and its quantification (**Figure 5F**) as well as elevated expression level of *Bglap* (**Figure 5G**) in *Twist1*^+/−^ POb relative to scramble POb.

### Increased Calcein Incorporation in *Twist1*^+/−^ Parietal Bones

Fgf23 is a key player in regulating calcium homeostasis during bone cell differentiation and mineralization, and is abundantly expressed and secreted from immature and mature osteocytes within the bone matrix (Riminucci et al., 2003; Liao, 2013; Michigami, 2014; Guo and Yuan, 2015). Our results suggested that the osteoskeletal phenotype observed in *Twist1*^+/−^ parietal bone and POb is at least in part mediated by *Fgf23* downregulation. To further strengthen this observation we tested the ability of wild-type and *Twist1*^+/−^ parietal bone tissue explants in culture to incorporate calcein either in presence or absence of FGF23 protein. After 48 h in culture, incorporation of calcein into the bone explants was monitored by immunofluorescence. We observed that treatment with FGF23 dramatically decreased calcein labeling in *Twist1*^+/−^ parietal bone (**Figure 5H**, bottom panel) compared to untreated *Twist1*^+/−^ control bone (**Figure 5H**, top panel). The histomorphometric quantification analysis of calcein incorporation in untreated *Twist1*^+/−^ parietal bone showed a more intense immunofluorescence staining than FGF23 treated bone (**Figure 5I**). No significant differences were found between untreated and FGF23 treated wild-type parietal bones (**Figure 5H**, left panel, **Figure 5I**), this would reflect a lack of responsiveness by the cells due to high endogenous level of FGF23 and possible downregulation of its receptors. Taken together, these findings demonstrated that FGF23 treatment significantly inhibited bone mineralization on *ex vivo Twist1*^+/−^ parietal bone explants and further support its role in controlling the osteoskeletal properties between wild-type and *Twist1*^+/−^ parietal bones.

### *Twist1* Silencing Phenocopies *Twist1* Haploinsufficiency POb by Triggering Downregulation of *Fgf23*

To gain further support to our findings, we next asked two questions: First, does silencing of *Twist1* in wild-type POb phenocopy *Twist1* haploinsufficient POb? Second, does it lead to downregulation of *Fgf23* as observed in *Twist1* haploinsufficient POb? To address these questions POb were transduced with sh*Twist1* or scramble lentiviral particles followed by puromicin selection. Silencing of *Twist1* was assessed by PCR and immunoblotting analyses (**Supplementary Figures S2A–C**). Stable transduced cells after puromicin selection were first analyzed for their osteogenic ability. As shown in **Figures 6A–C**, sh*Twist1* POb robustly mineralized their extracellular matrix and expressed significant higher levels of *Bglap* than scramble POb. Importantly, in addition to the enhanced osteogenic differentiation we observed a concomitant downregulation of *Fgf23* in sh*Twist1* POb. This was revealed either at the gene expression level by PCR analysis or at protein level by immunoblotting analysis performed on cultured sh*Twist1* POb (**Figures 6D,E**). Evidence of the functional effectiveness of *Twist1* silencing was provided by the expression analysis in sh*Twist1* POb of three known Twist1 target genes: *Zeb*, *Snail*, and *Cdh1* (Leptin, 1991; Rose and Malcolm, 1997; Kang and Massague, 2004; Peinado et al., 2007; Vesuna et al., 2008) and previously identified by our bulk RNA-seq as being differentially expressed between wild-type and *Twist1* haploinsufficient parietal bones (**Figure 6F**). 

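In the bone RNA, *Cdh1* (chromosome 8, from 109127251 to 109194146) was at 0.265 FPKM in wild-type parietal bone and 3.53 FPKM in the library labelled *Twist1*+/- parietal bone, a log2 ratio of 3.73, and it was the only gene of this group past 3-fold. *Zeb1* (chromosome 18, from 5591858 to 5775465) was at 19.05 and 11.94 FPKM, a log2 ratio of -0.67. *Snai2* (chromosome 16, from 14705945 to 14709488) was at 12.0 and 8.19 FPKM, a log2 ratio of -0.55. *Snai1* (chromosome 2, from 167363695 to 167368314) was at 19.5 and 36.8 FPKM, a log2 ratio of 0.92. After subtraction of the median ratio of genes of similar GC content, chosen after seeing the data, *Cdh1* was at 3.74 and *Zeb1* at -0.23, and *Snai2* changed sign, to 0.04. None of these genes shares a 75-base window with another gene. In frontal bone the log2 ratios of *Twist1*+/- to wild-type were 0.79 for *Cdh1*, 0.11 for *Zeb1*, -0.08 for *Snai2* and -0.12 for *Snai1*. *Cdh1* was at 3.17 FPKM in wild-type frontal and 5.50 FPKM in *Twist1*+/- frontal bone, so the low value is that of wild-type parietal bone alone. The list of nasal epithelium genes moved in the same directions. Its median difference was 4.15 between the parietal libraries and -2.68 between wild-type parietal and frontal bone. For a list of epidermis genes these medians were 0.57 and -0.10. Whether RNA from attached epithelium accounts for the *Cdh1* values was not tested.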

Remarkably, PCR analysis performed on scramble and sh*Twist1* POb (**Figure 6G**) mirrored the expression pattern of *Zeb, Snail, Cdh1* previously observed in wild-type and *Twist1* haploinsufficient parietal bones. The above findings strongly suggest a direct involvement of *Twist1* haploinsufficiency in mediating the downregulation of *Fgf23*, which in turn confers a greater osteogenic ability to POb.

**FIGURE 6:**
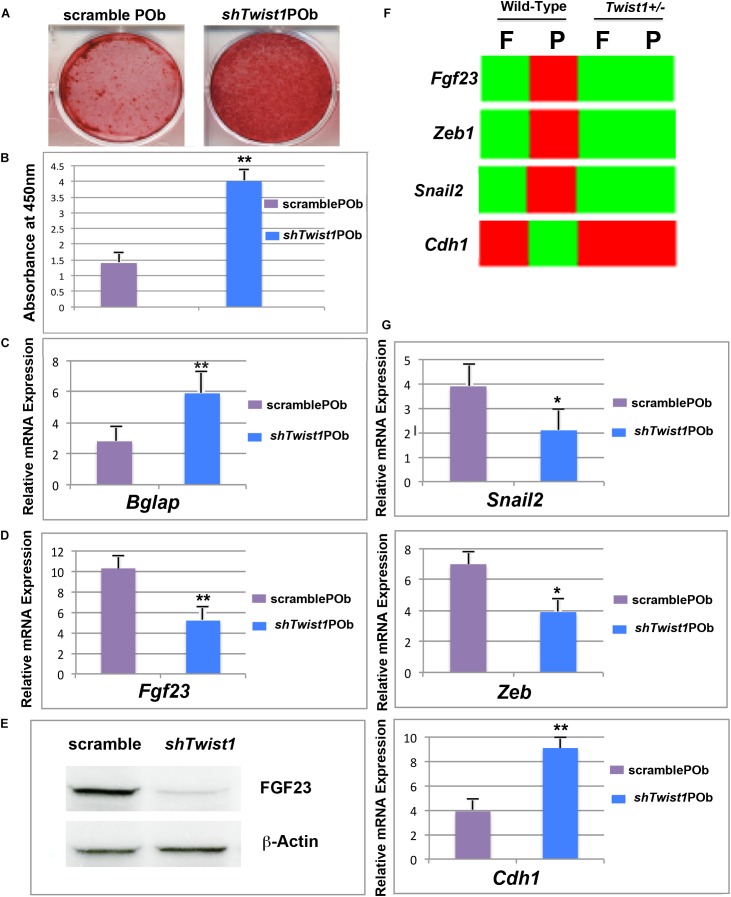
*Twist1* silencing phenocopies the osteoskeletal profile of *Twist1* haploinsufficiency in POb by downregulating *Fgf23*. **(A)** Osteogenic differentiation assay performed on sh*Twist1* POb revealed a robust extracellular matrix mineralization. **(B)** Quantification of Alizarin red staining for the osteogenic assay shown in panel **A**. **(C)** RT-qPCR analysis showing significant upregulation of *Bglap* as compared to scramble POb. **(D)** RT-qPCR analysis performed on stable transduced cells upon puromicin selection reveals that sh-mediated *Twist1* silencing triggers a significant downregulation of *Fgf23* expression. **(E)** Immunoblotting analysis using anti-FGF23 antibody confirms decreased FGF23 at protein level in sh*Twist1* POb compared to scramble POb. **(F)** Bulk RNA-seq analysis showing the effect of *Twist1* haploinsufficiency on some of its target genes such *Zeb*, *Snail1*, and *Cdh1* and comparison in wild-type versus *Twist1* haploinsufficiency parietal bones. **(G)** As assessed by RT-qPCR analysis a similar pattern is observed in stable transduced sh*Twist1* POb and scramble POb upon puromicin selection and culturing them. Values: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01.

## Discussion

Previous studies have described Twist1 as a key-regulator of craniofacial development, however, the role of *Twist1* haploinsufficiency in skeletal development and regeneration of postnatal calvarial bones has not yet been fully delineated. Herein, we describe the impact of *Twist1* haploinsufficiency on two calvarial bones of different embryonic tissue: the neural crest-derived frontal bone and mesoderm-derived parietal bone. We provide evidence that *Twist1* haploinsufficiency enhances the osteoskeletal ability of the parietal bone compared to the corresponding wild-type bone by reaching a level similar to that of wild-type frontal bone. By performing bulk RNA-seq analysis we unveiled a distinct *Fgf23* upregulation in wild-type parietal bone, which is significantly suppressed by *Twist1* haploinsufficiency. Of note, the expression pattern of *Fgf23* observed in mesoderm-derived parietal bone is sustained from early to late postnatal stages (**Supplementary Figure S3**).

Several lines of evidence support the role of *Fgf23* downregulation in promoting a greater osteoskeletal capacity of *Twist1* haploinsufficient parietal bone. First, gain-of-function experiment showed that treatment with FGF23 protein significantly decreased osteogenic differentiation of *Twist1*^+/−^ POb as indicated by poor extracellular matrix mineralization and expression of specific osteogenic markers. Conversely, loss-of function by silencing *Fgf23* in wild-type POb enhanced their osteogenic differentiation mirroring the profile observed in *Twist1*^+/−^ POb. Second, bone density analysis and calcein labeling both detected a significant increased mineralization in *Twist1* haploinsufficient parietal bone where *Fgf23* is dramatically downregulated in comparison to wild-type. This finding was further corroborated by a complementary experiment showing that culturing *ex vivo Twist1* haploinsufficient parietal bones in presence of exogenous FGF23 protein led to decreased calcein-labeling, and therefore, mineralization to levels comparable to that of wild-type parietal bone. The latter result highlights a direct role of *Fgf23* downregulation in matrix mineralization of mesoderm-derived bones.

Impaired skeletal development is one major feature found in genetic disorders attributed to FGF23 overexpression (Liao, 2013). Mutation of this gene in humans causes autosomal dominant hypophosphatemic rickets (ADHR) (Shimada et al., 2002). Furthermore, high serum levels of FGF23 have been detected in patients affected by fibrous dysplasia (FD) of bone, which is a skeletal disorder with bone-forming cells failing to mature and aberrantly produce fibrous, or connective, tissue (Riminucci et al., 2003). Increased serum FGF23 has also been reported in X-linked hypophosphatemia (XLH) (Jonsson et al., 2003). Indeed, results garnered from our study further support FGF23 as a growth factor playing a central role in calcium homeostasis and acting on bone cell differentiation and mineralization.

Our findings unravel a novel role of *Twist1* haploinsuffiency in the context of calvarial bone differentiation and regeneration. Haploinsuffiency of this bHLH transcription factor triggers a sharp downregulation of *Fgf23* expression, which in turn enhances, selectively, the osteoskeletal ability of mesoderm-derived parietal bone, both *in vitro* and *in vivo* (**Figure 7**). Interestingly, *Twist1* haploinsuffiency negatively impacts the osteoskeletal property of the neural crest-derived frontal bone. The latter observation is not fully unexpected and recapitulates embryonic effects of loss of *Twist1* on CNC-derived frontal bone (Bildsoe et al., 2009). Our data indeed, reinforce the crucial role for *Twist1* in skeletogenic differentiation of the CNC and point to a differential effect of loss of *Twist1* in mesoderm-derived parietal bones. However, this observation deserves further investigation aimed to identify potential players in controlling the negative effect elicited postnatally by *Twist1* haploinsufficiency in frontal bone.

**FIGURE 7:**
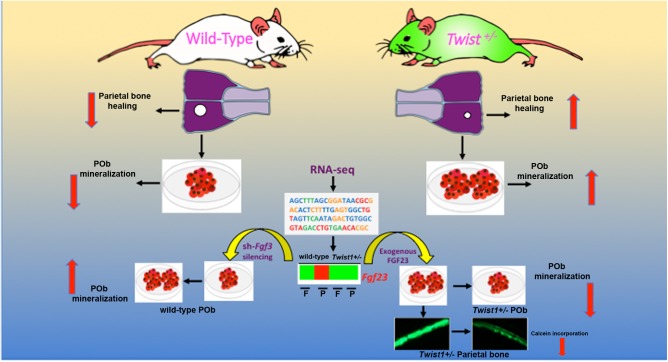
*Twist1*-haploinsufficiency-*Fgf23*-downregulation axis. Schematic representation of the molecular mechanism mediating the effect of *Twist1* haploinsufficiency in enhancing the osteoskeletal ability of mesoderm-derived parietal bone *via* downregulation of *Fgf23.*

Taken together, our data point to a postnatal impact of *Twist1* haploinsufficiency in conferring a higher osteogenic ability to the mesoderm-derived parietal bone relative to the neural crest-derived frontal bone. Since, the coronal suture is comprised mostly of mesoderm-derived tissue (Jiang et al., 2002; Yoshida et al., 2008), our finding triggers interest to investigating whether a same unique *Fgf23* expression pattern, as that observed in wild-type and *Twist1*^+/−^ parietal bones, is also present between *Twist1*^+/−^ coronal synostotic and wild-type coronal patent sutures. A potential downregulation of *Fgf23* within the mesoderm tissue of *Twist*^+/−^ coronal suture could indeed induce synostosis.

*Fgf23* gene transcription in bone remains largely undefined, therefore the finding that either *Twist1* haploinsufficiency or its sh-mediated silencing suppressed the expression of *Fgf23* in mesoderm-derived parietal bone and osteoblasts is interesting and raises the question whether this outcome is a direct or indirect effect elicited by Twist1. Is Twist1 a transcriptional activator of *Fgf23* gene in parietal bones? Are there tissue-specific co-activators involved in the process? These are important and challenging questions that deserve to be addressed. Twist1 binds conserved *cis*-regulatory elements known as E-boxes present on gene promoters, triggering either transcriptional activation or repression of genes (Hamamori et al., 1997; Murre et al., 1989; Massari and Murre, 2000). Initial analysis of murine *Fgf23* gene have identified within its core promoter region E-Box motifs (CANNTG), thus suggesting that *Fgf23* could be a direct target of Twist1 (data not shown). This hypothesis finds support from our sh*Twist1*^+/−^ silencing experiments on POb showing that *Twist1* silencing recapitulated the expression pattern of *Fgf23* as well as that of specific *Twist1* markers initially identified by RNA-Seq analysis in *Twist1*^+/−^ parietal bones.

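In mm9, the window from 1000 bp upstream to 100 bp downstream of the annotated start of *Fgf23* (chromosome 6, from 127021920 to 127023019) holds 7 matches to CANNTG, all of them upstream of the start. They are CAAATG at -721 bp, CATTTG at -493 bp, CACTTG at -454 bp, CAGATG at -447 bp, CACTTG at -413 bp, CAGCTG at -406 bp and CAAATG at -246 bp from the start. The pair at -454 and -447 lies in CATATATCAAGACACTTGCCAGATGCAACA, and the pair at -413 and -406 in GCTCCAAGAACACACTTGGCAGCTGGAGGA. Across the starts of 22367 protein-coding genes, the same window held a median of 5 matches, and 99.1% of the windows held at least 1. The count at *Fgf23* was at percentile 75.9 of these genes. The motif is short, and a match gives no measure of binding by Twist1.

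**Figure D3:**
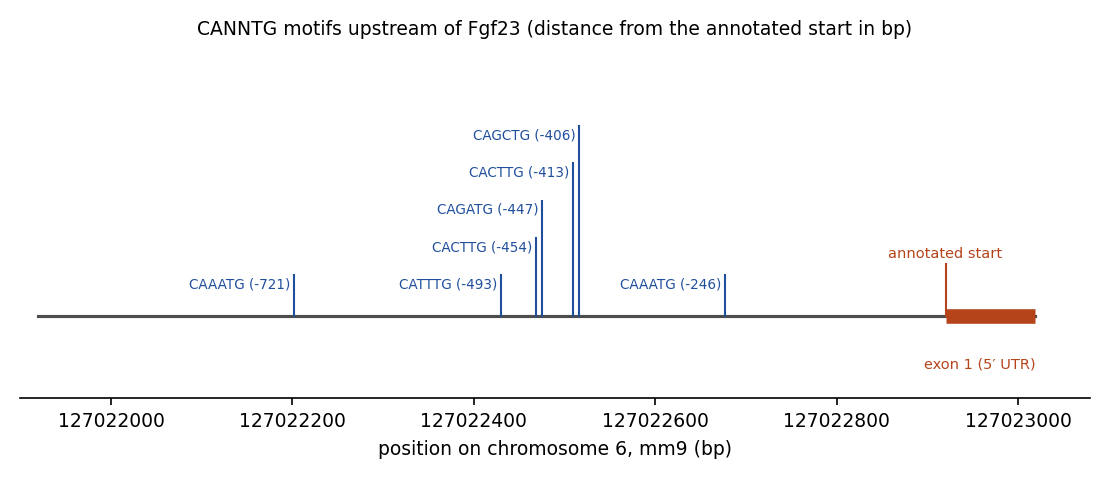
Positions of the 7 CANNTG matches (vertical lines, each with its sequence and distance from the start in bp) along chromosome 6 of mm9 (horizontal axis, bp), with the annotated start and the first 100 bp of *Fgf23* at the right. The matches run from 721 bp to 246 bp upstream of the start, and 5 of them lie between 493 and 406 bp upstream.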

## Conclusion

In conclusion, from our study emerged two novel findings: first, *Twist1* haploinsufficiency selectively promotes a greater osteoskeletal ability and regeneration of mesoderm-derived calvarial bone, whilst negatively impacting neural crest-derived calvarial bone. A previous study has described that *TWIST-1* haploinsufficiency enhanced osteogenesis of osteoblast cells derived from parietal bones of patients Saethre–Chotzen syndrome, however, the study is missing the analysis of osteoblasts derived from a frontal bone (Camp et al., 2018). Thus, by focusing our analysis on two calvarial bones of different tissue origin, we have highlighted a dual role of *Twist1* haploinsufficiency. A second finding is the identification of a molecular mechanism though which *Twist1* haploinsufficiency triggers preferentially osteoskeletal induction. Herein, we provide substantial evidence that this occurs via downregulation of *Fgf23*, which is uniquely expressed at high threshold levels in wild-type parietal bone. The innate mechanism presented in this paper, through which *Twist1* haploinsufficiency preferentially triggers osteogenic induction of parietal bones may be beneficial to optimize treatments for skeletal regeneration, reconstruction and repair of mesoderm-derived bone, as well as to alleviate skeletal abnormalities caused by *Twist1* haploinsufficiency.

## Author Contributions

NQ designed and performed the experiments, analyzed the data, and wrote the manuscript. SS, NM, and SM performed the experiments. AR and ML edited the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Twist1-Haploinsufficiency Selectively Enhances the Osteoskeletal Capacity of Mesoderm-Derived Parietal Bone Through Downregulation of Fgf23
**Source:** Front Physiol. 2018 Oct 15;9:1426. doi: 10.3389/fphys.2018.01426
**Supplement:** Supplementary file 4

**SUPPLEMENTAL FIGURE LEGENDS**

**Figure S1.** Effect of FGF23 treatment. **(A)** Alizarin red staining reveals a mild effect of FGF23 protein on Twist1^+/-^FOb. **(B)** Quantification of Alizarin red staining for the osteogenic assay shown in panel A. **(C)** RT-qPCR analysis of *Bglap* expression confirming the mild effect of FGF23 treatment. **(D)** Mineralization of extracellular matrix by Alizarin red staining shows a strong inhibition elicited by FGF23 treatment on wild-type FOb, whereas little on wild-type POb. **(E)** Quantification of Alizarin red staining for the assay in panel **D.** **(F)** RT-qPCR analysis of *Bglap* expression.

**Figure S2.** Efficiency of *Twist1* silencing in POb. **(A)** GFP immunofluorescence staining of scramble and sh*Twist1* POb co-transduced with GFP control lentiviral particles to assess the efficiency of transduction. Upper panel: bright field; Lower panel: immunofluorescence capturing. (Magnification 100x). **(B)** RT-qPCR analysis demonstrates the effective silencing of *Twist1* gene in POb transduced with sh*Twist1* lentiviral particle **(C)** Immunoblotting analysis performed using anti-Twist1 antibody validates at protein level the silencing.

**Figure S3. (A)** Time-course expression of *Fgf23* in wild-type and *Twist1* haploinsufficient frontal and parietal bones reveals a sustained upregulation of *Fgf23* thoroughly stages analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

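RNA from frontal and parietal bones of wild-type and *Twist1*+/- mice at postnatal day 21 was measured by bulk RNA-seq, and 4 libraries, 1 for each genotype and bone, are analysed here. The authors aligned single-end reads of 75 bases to the mouse genome mm9 (NCBI Build 37) with STAR, took the annotation from iGenomes, and quantified each gene as FPKM with Cuffdiff. The deposited values are FPKM, 1 per gene and library, for 23946 gene symbols. The paper's text does not name the scaling option used in Cuffdiff, and the p-values given by Cuffdiff were not recomputed, since they need the reads. Each library was assigned to its genotype and bone by its sample label. Because *Twist1* expression was nearly the same in the library labelled *Twist1*+/- parietal bone as in wild-type parietal bone, that library is named by its label.

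The ratio of FPKM values was formed for the comparisons of *Twist1*+/- against wild-type parietal bone, *Twist1*+/- against wild-type frontal bone, and wild-type parietal against frontal bone. A gene was called changed when it differed by more than 3-fold and reached 1 FPKM in the higher library. A value listed at 0 gives no ratio, so such genes are counted as changed when the other value is at least 1 FPKM, and differences in log2(FPKM + 1) are given for ranking. Pearson's r was computed on log2(FPKM + 1) across all genes. With 1 library per condition analysed here, no test across replicates was possible. The paper gives an average number of reads per replicate, but the depth of each library is not given by its FPKM values, and no confidence interval or detection floor is given. Relative depth was estimated from genes between 0.005 and 0.1 FPKM in both libraries of a pair, as the ratio at which the log2 values gather.

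The genes named are those the paper names for its RNA-seq, including the genes in Fig. 3C, the markers *Sp7* and *Bglap*, *Gapdh*, and for each of the 3 comparisons the 3 genes with the largest rise and the 3 with the largest fall in log2(FPKM + 1) among genes above 0 in both libraries and at or above 10 FPKM in the higher. Genes for checks of sex, globin, collagen and values at 0 were added to these. Marker lists of 10 or more genes for other cells were compared with 10000 random lists of the same size drawn from 20 groups of genes by mean expression. The percentile of a list describes these libraries only. Genes of a list vary together, so random lists understate its spread.

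Gene positions, transcripts, GC content and length came from the GENCODE annotation of mm9 (release M1), whose symbols matched 20892 of the 23946 genes (87.2%). This is not the annotation the authors used. GC content and length are those of the longest coding transcript, and values were found for 83.1% of the genes changed between the parietal bones and for 86.3% of those changed between the wild-type bones. They were found for 78.5% of the genes changed between the frontal bones, so a check of GC content or length over that set is void. Every window of 75 bases of a transcript was searched for in the transcripts of other genes. CANNTG motifs were counted from 1000 bp upstream to 100 bp downstream of the annotated start of each protein-coding gene.

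The counts of changed genes in the 3 comparisons, the genes exclusive to wild-type parietal bone, the genes changed in both comparisons of parietal bone, Pearson's r in the 3 comparisons and the log2 ratios of named genes were recomputed with other choices. Relative depth, the motif count, the percentiles of lists, the other correlations and overlaps, and the genes exclusive to the other libraries were computed under 1 setting, apart from list medians, which were also computed with scaling and with the GC trend subtracted. For counts of changed genes these were a pseudocount of 1 or 0.1 FPKM, no floor, a floor of 10 FPKM, an 8-fold threshold, genes above 0 in every library compared, short RNA genes left out, and scaling to the same median ratio. For Pearson's r they were a pseudocount of 0.1, genes at or above 1 FPKM in at least 1 of the 2 libraries, genes above 0 in both, and short RNA genes left out. For log2 ratios of single genes they were a pseudocount of 1 or 0.1, scaling to the same median ratio, and scaling to the same *Gapdh* value. Subtraction of the median ratio of genes of similar GC content in the parietal comparison was added after the trend with GC content was seen, with genes that have no GC value left uncorrected. A log2 ratio was called unchanged when it kept its direction and its side of the 3-fold threshold, a Pearson's r when it was equal after rounding to 2 decimals, and a count when it was within 1.5 times the count first obtained.

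The procedures were tested on simulated data. Among 23946 simulated genes, 200 were changed 6-fold, of which 100% were recovered, while 0 of 23746 unchanged genes were called. The changed genes were drawn from genes well above the floor. The noise was small, with no GC trend and no values of 0 in single libraries. This recovery therefore checks the calculation and gives no rate of false calls for the real libraries. Of 200 simulated lists without a shift, 6.5% fell outside the central 95% of random lists, and of 200 lists with a shift 100% fell above it. A simulated log2 difference of -0.32 in what 1 read is worth was recovered as -0.32. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The osteoblast cultures, the PCR, the protein assays and the healing experiments were not analysed here.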

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

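For the results in this part, some tests were chosen only after the results they bear on were seen. These were the tests of depth and of the *Twist1* label, and the list of nasal epithelium genes. The tests of lists in frontal bone and of the osteocyte list between wild-type bones were also chosen then. So was the subtraction of the GC trend from single genes and lists. The difference between parietal and frontal bone was not tested for any of the genes or lists that moved in opposite directions in both bones, since 1 library per condition was analysed. Each parietal direction rests on the label of the *Twist1*+/- parietal library, in which *Twist1* was nearly the same as in wild-type parietal bone.

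*Fgf23* moved in opposite directions, with a log2 ratio of *Twist1*+/- to wild-type of -6.69 in parietal bone and 0.94 in frontal bone. The parietal ratio was -6.63 after scaling to the median ratio and -6.93 after subtraction of the median of genes of similar GC content, so neither scale nor GC content accounts for it. Compared directly, a read was worth 1.014 times as much in wild-type parietal bone as in the library labelled *Twist1*+/- parietal bone. Relative to wild-type frontal bone it was worth 1.72 times as much in the former and 1.52 times in the latter. Relative to *Twist1*+/- frontal bone these values were 1.32 and 1.27. A small difference in depth was therefore not excluded, but none of these values is large enough to account for the fall. Of the 75-base windows of *Fgf23*, 0% were shared with another gene. A smaller share of osteocytes, which express *Fgf23*, would have lowered osteocyte genes as a list. Their median difference was -0.41, at percentile 6.36 of matched random lists, inside the central 95%. Between wild-type parietal and frontal bone the osteocyte list, which does not contain *Fgf23*, had a median difference of 1.00, at percentile 99.89 and outside the central 95%. A larger share of osteocytes may therefore contribute to the higher *Fgf23* of wild-type parietal bone over wild-type frontal bone, where its log2 ratio was 5.31. A mislabelled library was not excluded. The *Twist1* ratio between the parietal libraries was -0.050, where the ratio of the same strain in frontal bone was -0.96. After subtraction of the GC trend the parietal ratio was -0.62, in the direction of the label. Scaling of whole libraries shifts every gene alike and does not bear on the label. As the parietal ratio depends on the correction for GC content, an error in the label was neither shown nor excluded. From the libraries alone, the fall of *Fgf23* cannot be told apart from such an error. The paper also reports lower *Fgf23* by PCR in *Twist1*+/- parietal bone and osteoblast cultures, and less FGF23 protein in culture medium. It reports a fall of *Fgf23* after silencing of *Twist1* in parietal osteoblasts too. The culture results do not rest on the library label, and they were not analysed here.

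Of the other genes of Fig. 3C that are not short RNA genes, some fell in parietal bone and rose in frontal bone. The log2 ratios were -5.55 and 2.43 for a RIKEN gene next to *Stfa1* on chromosome 16, -4.41 and 3.16 for *Tceal7*, -4.71 and 2.76 for *Actc1*, -3.47 and 1.12 for *Stfa1*, and -3.40 and 1.07 for *Mia*. These genes were chosen by the paper for high expression in wild-type parietal bone, so their fall in parietal bone is fixed by that choice, and only their direction in frontal bone was open. The remaining ones fell in frontal bone, *Gpha2* with a log2 ratio of -0.55, *Gm5416* with -0.31, and a RIKEN gene on chromosome 1 from 0.0761 FPKM to a value listed at 0. The rises past 3-fold, those of the RIKEN gene, *Tceal7* and *Actc1*, did not pass it with a pseudocount of 1. No biological explanation was tested for them. *Stfa1* and the RIKEN gene share sequence with near-identical genes, and *Actc1* encodes a muscle actin.

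Among genes the paper studies, *Zeb1* fell in parietal bone (-0.67) and rose in frontal bone (0.11), while *Snai1* (0.92 and -0.12), *Sp7* (0.93 and -0.06) and *Bglap* (0.61 and -0.34) rose in parietal bone and fell in frontal bone. *Gapdh* differed by -0.39 in parietal and 0.10 in frontal bone. All of these are within 3-fold, and the signs of *Zeb1*, *Snai1*, *Sp7* and *Bglap* held in both bones with pseudocounts of 1 and 0.1 and with both scalings. GC content bias could explain part of them, since the parietal ratio rose with GC content across genes (rho 0.546). After its subtraction the parietal ratios were -0.23 for *Zeb1*, 0.34 for *Snai1*, 0.72 for *Sp7*, 0.30 for *Bglap* and -0.84 for *Gapdh*, so each kept its sign, all were smaller in size except that of *Gapdh*, and all stayed within 3-fold.

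*Mir678* had log2 ratios of 8.66 in parietal and -5.05 in frontal bone, and *Snora70* had 1.39 and -4.03. *Mir678* is also among the largest rises in parietal bone of genes above 0 in both libraries, outside the genes the paper discusses, at 7.49 in log2(FPKM + 1). Both are short RNA genes that overlap annotated exons of other genes. *Mir678* is 84 bp long and *Snora70* 137 bp, so the FPKM is divided by a short length, close to that of a read for *Mir678*. Short RNA genes were 7.85 times as frequent among the genes changed between the parietal bones as among all genes at or above 1 FPKM, which is consistent with unstable estimates for them, and no biological explanation was tested. *Ndufs5* had ratios of 1.56 and -8.45, but it was at 15.7 FPKM in wild-type frontal bone and at 0.00384, 0.0449 and 0.0113 FPKM in wild-type parietal, *Twist1*+/- frontal and *Twist1*+/- parietal bone, so its parietal ratio compares values near 0. *Myl1*, a muscle gene, had ratios of -1.57 and 4.15, while *Mb*, another muscle gene, rose in both bones, with ratios of 1.58 and 3.99. *Ptgds*, with ratios of 3.02 and -2.60, is highly expressed in meninges. Both belong with the lists of other tissues.

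Several marker lists had median differences of opposite sign in parietal and frontal bone. The medians were -0.79 and 3.37 for skeletal muscle, 0.45 and -0.96 for erythroid cells, 0.92 and -0.06 for B cells, 1.45 and -0.54 for brain and meninges, -0.25 and 0.21 for osteoclasts, and -0.41 and 0.07 for osteocytes. Scaling to *Gapdh* subtracts its own log2 ratio, -0.39 in parietal and 0.10 in frontal bone, from every gene. With this scaling the parietal median of osteoclasts turned to 0.13 and the frontal median of osteocytes to -0.00470, while the other lists kept their signs, as did all of them with scaling to the median. With the GC trend subtracted, the parietal medians were -1.11 for muscle, 0.39 for erythroid cells, 0.98 for B cells, 1.51 for brain and meninges, -0.38 for osteoclasts and -0.13 for osteocytes. In parietal bone the muscle list was at percentile 0.06 of matched random lists, the erythroid list at 99.27, and the B cell and brain lists at 100. In frontal bone the muscle list was at 100 and the brain list at 0. A different share of RNA from tissue attached to the bones is a candidate explanation for the muscle, erythroid, B cell and brain shifts outside that range. Such tissue could be muscle, blood, marrow or meninges, although *Mb* rose in parietal bone, against the fall of the muscle list. A difference in these cells caused by the genotype would look the same with 1 library per condition.

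Large rises also appeared in genes that the paper does not discuss. In the library labelled *Twist1*+/- parietal bone these were *Obp1a* (8.20 in log2(FPKM + 1)) and *Gm14743* (7.92), both on the X chromosome and both also higher in *Twist1*+/- than in wild-type frontal bone, with log2 ratios of 3.13 and 3.21. *Obp1a* encodes an odorant-binding protein. A list of 10 nasal epithelium genes, drawn up after *Obp1a* was seen but without looking at their values, had a median difference of 4.15 in parietal bone, at percentile 100 of matched random lists, and 2.46 in frontal bone. RNA from nasal tissue may therefore have entered the libraries in different amounts. In *Twist1*+/- frontal bone the rises were those of *Dspp* (5.16), *Myl1* (4.04) and *Mb* (3.90). *Dspp* was at 37.6 FPKM there, 3.14 FPKM in the library labelled *Twist1*+/- parietal bone, 0.0771 FPKM in wild-type frontal bone and 0 in wild-type parietal bone, and no explanation was tested for it. *Myl1* and *Mb* are muscle genes, and the muscle list rose with them in frontal bone. In parietal bone the list and *Myl1* fell while *Mb* rose, so a smaller share of muscle RNA does not account for all muscle genes there.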

How the results depend on the processing

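The alternatives were fixed before the data were examined, apart from the subtraction of the GC trend, which was chosen after seeing it. Totals are followed by the genes higher and lower. No paired analysis was run. As 1 library per condition was analysed, pairing the genotypes by bone would give 1 pair per bone.

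The counts of genes past the threshold depended on the pseudocount, the floor and the threshold. With a pseudocount of 1 they were 458 (283 and 175) for parietal bones, 233 (174 and 59) for frontal bones and 916 (325 and 591) for wild-type bones, with 91 genes exclusive to wild-type parietal bone and 252 changed in both comparisons of parietal bone. With no floor they were 3675 (2205 and 1470), 3032 (2276 and 756) and 4525 (1473 and 3052), with 507 and 2249. With a floor of 10 FPKM they were 323 (185 and 138), 159 (112 and 47) and 625 (265 and 360), with 76 and 192. With an 8-fold threshold they were 392 (281 and 111), 172 (128 and 44) and 614 (200 and 414), with 57 and 188. The genes lower in *Twist1*+/- frontal bone were also reduced, to 68 among genes above 0 in both libraries and to 59 without short RNA genes. The other counts stayed within 1.5 times under the remaining alternatives, and under every alternative run the wild-type comparison had the most genes and the frontal comparison the fewest. The cause of these changes was not tested.

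Pearson's r changed in its second decimal in several cases. With a pseudocount of 0.1 it was 0.973 for frontal and 0.948 for wild-type bones. Among genes at or above 1 FPKM it was 0.902 for parietal, 0.946 for frontal and 0.870 for wild-type bones. Among genes above 0 in both libraries it was 0.949 for parietal and 0.929 for wild-type bones, and without short RNA genes it was 0.946 for wild-type bones. The order of frontal above parietal above wild-type held under each of these alternatives, and the cause of the changes was not tested.

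The log2 ratio of *Fgf23* kept its direction and stayed past 3-fold in parietal bone, from -4.19 to -6.93, and between wild-type bones, from 3.84 to 5.28. In frontal bone it stayed within 3-fold, from 0.39 to 0.98. *Cdh1* stayed past 3-fold in parietal bone, from 1.84 to 4.13. *Zeb1* stayed negative in parietal bone, from -0.23 to -0.67. The parietal ratio of *Snai2* was reversed, to 0.041, by subtraction of the GC trend. That of *Twist1* was reversed by scaling to the median ratio (0.00867) and by scaling to *Gapdh* (0.34), and the ratio of *Snai1* between wild-type bones was reversed by scaling to *Gapdh* (-0.28). The cause was not tested beyond the scaling itself. For the other named genes, 71 ratios gave 281 comparisons under 4 alternatives, of which 272 were unchanged, 3 no longer passed 3-fold, 5 newly passed it, and 1, that of *Snai1*, was reversed. Subtraction of the GC trend was also run on the parietal ratio of 17 other named genes, of which 16 were unchanged and 1, that of *Ndufs5*, newly passed 3-fold. It gave no value for named genes without a GC value or listed at 0 in a parietal library.

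The depth of each library is not given by its FPKM values, and the paper gives an average over replicates, so no detection floor was computed for single libraries. This limits the genes near the floor of 1 FPKM, and the 10.0% of genes changed between the parietal bones that are listed at 0 in 1 library.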

Differences from the paper's values

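The paper gives 365 genes changed between the parietal bones, against 1139 here. The paper's changed genes also had to pass a p-value threshold, which was not applied here. Its counts and those here are therefore defined differently, and an excess here is no failure to reproduce them. Among the alternatives set before the data were examined, a pseudocount of 1 (458), a floor of 10 FPKM (323) and an 8-fold threshold (392) came within 1.5 times the paper's number, and the others did not. For the frontal bones the paper gives 217, against 558 here. The same alternatives came within 1.5 times, with 233, 159 and 172, and the others did not.

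For parietal bone the paper gives 310 upregulated genes, against 730 here, if upregulated is read as higher in *Twist1*+/-. A pseudocount of 1 (283) and an 8-fold threshold (281) came within 1.5 times, and the other alternatives did not. The paper gives 55 downregulated genes, against 409 here, and none of the alternatives came within 1.5 times, the nearest being 111 with an 8-fold threshold. If upregulated is read as higher in wild-type bone, the paper's 310 stands against 409 and its 55 against 730. For frontal bone the paper gives 233 upregulated genes, against 454 here, and a pseudocount of 1 alone (174) came within 1.5 times. The paper's 233 is already above the 217 genes it gives as changed between the frontal bones. These numbers cannot both describe the same set, so the comparisons with them are uncertain. The paper gives 4 downregulated genes, against 104 here, and none of the alternatives came within 1.5 times.

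The paper gives the fall of *Fgf23* in *Twist1*+/- parietal bone as a fold change greater than 6, which is a lower bound, against 103-fold here. The paper's Fig. 3A legend states its threshold in log2 units. If the 6 is read as a log2 value, the log2 ratio of -6.69 here is just past it. The alternatives set before the data were examined are then past it too (-6.12 to -6.63), except a pseudocount of 1 (-4.19). If the 6 is read as a plain ratio, the fold change under these alternatives lay between 18.2 and 99.3. None then came within 1.5 times of that bound, and all were above it.

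The paper states that *Twist1* expression at this age is higher in parietal than in frontal bone (Fig. 1). In the libraries it was 52.5 FPKM in wild-type parietal and 59.0 FPKM in wild-type frontal bone. The paper's values come from RT-qPCR relative to *Gapdh*, a different measure. With the libraries scaled to the same *Gapdh* value, the log2 ratio of wild-type parietal to frontal bone was -0.61, from 1 library per bone. The paper lists *Zeb*, *Snail* and *Cdh1* as differentially expressed between the parietal bones (Fig. 6F). *Zeb1* and *Snai2* had log2 ratios of -0.67 and -0.55, within 3-fold. The legend names Snail1, and *Snai1* was higher in the library labelled *Twist1*+/- parietal bone, with a log2 ratio of 0.92.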

Other observations

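For the patterns in this part, the test of the nasal epithelium list was chosen only after the results were seen. So were the tests of all tissue and cell lists, and of the mix of sexes, in the frontal and wild-type comparisons. The other explanations were written down before their results were seen.

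The 1139 genes changed between the parietal bones were examined for technical explanations. The ratio rose with GC content (rho 0.546) and was unrelated to gene length (rho -0.032). The trend followed the library labelled *Twist1*+/- parietal bone, which also had rho of 0.41 against wild-type frontal bone and 0.42 against *Twist1*+/- frontal bone, while pairs without it lay between -0.13 and 0.19. GC content bias is a candidate cause of part of the differences, although 620 of the 946 changed genes with a GC value remained past 3-fold after its subtraction and 140 others newly passed it. The 193 changed genes without a GC value were not corrected. Length was related to the ratio in other pairs, with rho of -0.42 for labelled *Twist1*+/- parietal against wild-type frontal bone and -0.43 against *Twist1*+/- frontal bone, 0.28 for *Twist1*+/- frontal against wild-type parietal bone, and -0.30 for wild-type parietal against frontal bone. Short RNA genes were 7.85 times as frequent among the changed genes as among all genes at or above 1 FPKM, but they made up only 72 of the 1139. Genes listed at 0 in 1 library were 10.0% of the changed genes, a share that neither explains the count nor excludes an effect. The share of the summed FPKM in the 10 highest genes differed only 1.31 times between the parietal libraries. This share is of FPKM and not of reads. Its highest gene was the short RNA gene *Mir6236* in both, and *Col1a1* and *Col1a2* are listed at 0 in 1 of them. It therefore cannot decide whether a few genes took most of the signal.

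Lists of genes from other tissues and cells were shifted between the parietal libraries. Among matched random lists the median of the muscle list was at percentile 0.06, epidermis at 99.99, erythroid cells at 99.27, neutrophils at 99.86, and B cells, brain and meninges, and nasal epithelium at 100. The lists moved in the same directions with both scalings. Between wild-type parietal and frontal bone, muscle was at percentile 100 (median 4.84) and brain and meninges at 0 (median -2.96). Erythroid cells (-1.14), neutrophils (-1.20) and B cells (-1.37) were also at 0 there, while epidermis was inside the central 95%. Between the frontal bones, muscle was at 100 and brain and meninges at 0. Erythroid cells were at 0 (-0.96), neutrophils at 99.18 and nasal epithelium at 100 there, while B cells and epidermis were inside the central 95%. The nasal list was at -2.68 between wild-type parietal and frontal bone. These values are consistent with bones that carried different amounts of attached tissue, which could add genes to all 3 comparisons. Lists of cells that reside in bone were shifted too, so attached tissue alone may not account for the shifts. Between wild-type parietal and frontal bone osteoclasts were at percentile 100 (median 1.60) and osteocytes at 99.89 (median 1.00), and between the frontal bones osteoclasts were at 99.72. The osteoblast list stayed inside the central 95% between the parietal bones and between wild-type parietal and frontal bone. Between the parietal bones so did the osteoclast and osteocyte lists. Between the frontal bones the osteoblast median was exactly 0, with 4 of its 10 genes higher and 4 lower. The remaining genes showed no difference and set this median, so it cannot tell whether osteoblast genes shifted there. With 1 library per condition analysed, no biological explanation can be separated from these.

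A different mix of male and female mice was also tested. *Xist*, expressed from the inactive X chromosome of females, had a log2 ratio of -2.96 between the parietal bones, at 39.2 FPKM in wild-type and 5.04 FPKM in the library labelled *Twist1*+/- parietal bone. The median ratio of the Y genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* was -0.75, in the same direction, where a different mix would move them oppositely. For the parietal bones the result cannot be told apart from a change in sex mix together with another change. Between the frontal bones *Xist* had a ratio of -0.96 and the Y genes a median of 1.47, the opposite movement that a larger share of males in *Twist1*+/- frontal bone would give, so a different mix of sexes could contribute to that comparison. Between wild-type parietal and frontal bone the Y genes had a median of 1.94 and *Xist* a ratio of -0.40, which is under 1.5-fold, and a difference in sex mix was not excluded there. *Xist* and *Eif2s3y* were both present in all 4 libraries, with *Xist* at 51.7 and 26.5 FPKM in wild-type and *Twist1*+/- frontal bone and *Eif2s3y* at 5.44, 21.3, 14.5 and 15.6 FPKM in wild-type frontal, wild-type parietal, *Twist1*+/- frontal and *Twist1*+/- parietal bone.

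The library labelled *Twist1*+/- parietal bone was closer to *Twist1*+/- frontal bone (585 genes changed more than 3-fold, r 0.977) and to wild-type frontal bone (1059 genes, r 0.964) than to wild-type parietal bone (1139 genes, r 0.958). Wild-type parietal bone and *Twist1*+/- frontal bone differed in 1760 genes. The osteoblast markers that the paper measures in cultures were, in bone, at 86.7, 56.9, 83.4 and 108 FPKM for *Sp7* and at 6811, 5220, 5371 and 7982 FPKM for *Bglap*, in wild-type frontal, wild-type parietal, *Twist1*+/- frontal and *Twist1*+/- parietal bone.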
